# Gene Expression Profiling Reveals Epithelial Mesenchymal Transition (EMT) Genes Can Selectively Differentiate Eribulin Sensitive Breast Cancer Cells

**DOI:** 10.1371/journal.pone.0106131

**Published:** 2014-08-29

**Authors:** Zoltán Dezső, Judith Oestreicher, Amy Weaver, Stephanie Santiago, Sergei Agoulnik, Jesse Chow, Yoshiya Oda, Yasuhiro Funahashi

## Abstract

**Objectives:**

Eribulin mesylate is a synthetic macrocyclic ketone analog of the marine sponge natural product halichondrin B. Eribulin is a mechanistically unique inhibitor of microtubule dynamics. In this study, we investigated whether selective signal pathways were associated with eribulin activity compared to paclitaxel, which stabilizes microtubules, based on gene expression profiling of cell line panels of breast, endometrial, and ovarian cancer in vitro.

**Results:**

We determined the sets of genes that were differentially altered between eribulin and paclitaxel treatment in breast, endometrial, and ovarian cancer cell line panels. Our unsupervised clustering analyses revealed that expression profiles of gene sets altered with treatments were correlated with the in vitro antiproliferative activities of the drugs. Several tubulin isotypes had significantly lower expression in cell lines treated with eribulin compared to paclitaxel. Pathway enrichment analyses of gene sets revealed that the common pathways altered between treatments in the 3 cancer panels were related to cytoskeleton remodeling and cell cycle regulation. The epithelial-mesenchymal transition (EMT) pathway was enriched in genes with significantly altered expression between the two drugs for breast and endometrial cancers, but not for ovarian cancer. Expression of genes from the EMT pathway correlated with eribulin sensitivity in breast cancer and with paclitaxel sensitivity in endometrial cancer. Alteration of expression profiles of EMT genes between sensitive and resistant cell lines allowed us to predict drug sensitivity for breast and endometrial cancers.

**Conclusion:**

Gene expression analysis showed that gene sets that were altered between eribulin and paclitaxel correlated with drug in vitro antiproliferative activities in breast and endometrial cancer cell line panels. Among the panels, breast cancer provided the strongest differentiation between eribulin and paclitaxel sensitivities based on gene expression. In addition, EMT genes were predictive of eribulin sensitivity in the breast and endometrial cancer panels.

## Introduction

Eribulin mesylate (eribulin) is a synthetic macrocyclic ketone analog of the marine sponge natural product halichondrin B and an inhibitor of microtubule dynamics [1], [2]. Eribulin inhibits microtubule dynamics through a novel mechanism relative to other tubulin-targeting agents, including the taxanes and vinca alkaloids, by specifically binding with high affinity to the plus ends of microtubules and thereby suppressing microtubule dynamics and leading to inhibition of microtubule growth in the absence of effects on microtubule shortening at microtubule plus ends, and formation of nonproductive tubulin aggregates [3], [2]. This results in G2-M cell-cycle arrest, disruption of normal mitotic spindles, and induction of apoptosis. Eribulin (as Halaven) has been approved in a number of countries worldwide for the treatment of certain patients with advanced breast cancer. In breast cancer, the use of taxanes and anthracyclines is often effective early on, although resistance to these agents commonly limits their potential at late-line settings [4], and as a result the prognosis for metastatic breast cancer remains poor. Knowledge of eribulin’s unique interactions with microtubules compared to other tubulin-binding drugs has generated interest in the possibility that eribulin may have a unique spectrum of anticancer activities and may provide new treatment options for patients who are resistant to other tubulin binding agents. In this study we have focused on comparing eribulin to paclitaxel, a taxane widely used for breast cancer and gynecological cancers such as ovarian and endometrial cancers, which stabilizes microtubule polymers leading to mitotic arrest and apoptosis [5], [6]. Several studies have identified gene mutations and expression patterns associated with paclitaxel resistance, with some of the biomarkers predictive of such resistance including beta-tubulin mutations [7]–[9], overexpression of beta-3-tubulin [10], overexpression of the microtubule-associated protein stathmin [11], upregulation of ErbB2 [12], and mutation of p53 [13], [14]. Although numerous studies have focused on paclitaxel resistance, molecular biomarkers for predicting efficacy of eribulin, or the relative benefit of eribulin compared with paclitaxel, have not yet been reported.

In this study our goal was to investigate whether selective pathways were associated with eribulin activity compared to paclitaxel and to find potential biomarkers predictive of eribulin sensitivity or resistance when compared to paclitaxel. We performed gene expression profiling of breast, ovarian, and endometrial cancer cell line panels treated with eribulin and paclitaxel. In addition, we measured in vitro anti proliferative activities (IC_50_) for both eribulin and paclitaxel for the same cell line panels. High throughput expression profiles combined with in vitro proliferation data represents an unbiased approach that enables us to identify multiple components of pathways with altered expression that may be selectively activated by eribulin compared to paclitaxel and that may contribute to cellular susceptibility to the drugs. Furthermore, the inclusion of 3 cancer panels in our analyses allowed us to compare the altered pathway profiles identified for each cancer type. Our first approach was to identify genes with significantly changed expression between the two compounds for each cancer panel and perform functional pathway analyses. Next, gene sets and affected signaling pathways were correlated with in vitro antiproliferative data to investigate if any of the differentially affected pathways were associated with drug resistance. Finally, we confirmed our main findings in the breast cancer panel by qPCR.

## Methods

### In vitro antiproliferative activity

In vitro antiproliferative activities (IC_50_) were determined in 27 breast, 19 endometrial, and 21 ovarian cancer cell lines treated with eribulin and paclitaxel. Three hours after plating, serial dilutions of tested compounds were added. Each experiment was performed in triplicate. Mean IC_50_ values and 95% confidence intervals (CI) were calculated based on IC_50_ values generated from separate sigmoidal curves representing the growth inhibition activity versus eribulin and paclitaxel concentrations in 3 independent experiments. Statistical analyses were performed using GraphPad Prism version 5.02 (GraphPad Software, San Diego, CA). IC_50_ values for all 3 cancer panels are included in Table S1.

### Gene expression profiling (Affymetrix)

We performed gene expression analysis of 27 breast, 19 endometrial, and 21 ovarian cancer cell lines treated with eribulin or paclitaxel for 24 hours at concentrations of 10×IC_50_. Total RNA was extracted using RNeasy Mini kit (Qiagen) and was used to prepare biotinylated fragmented cRNA for analysis on Human Genome U133 plus 2.0 arrays (Affymetrix). Three technical replicates were included for eribulin, paclitaxel, and untreated cell lines. Arrays were processed according to the GeneChip Expression Analysis Technical Manual (Affymetrix). Each gene chip was analyzed using Affymetrix Microarray Analysis Suite version 5.0 to obtain raw data. Genes with average expression <100 were considered not expressed and excluded from the analysis. Gene expression data from these studies are available at the GEO public repository website (accession number GSE50832).

### Quantitative (q)PCR analysis

We extracted genes from the “Development Regulation of epithelial-to-mesenchymal transition (EMT)” pathway from the knowledge base of the commercially available Metacore. There were 36 out of 92 genes expressed in breast cancer cell lines based on the Affymetrix array (intensity >100). Effects of eribulin and paclitaxel on the expression profiles of these 36 genes from the EMT pathways and 8 tubulin isotypes was confirmed in the breast cancer panel by qPCR using Custom TaqMan Low Density Cards (TLDA) with ABI7900HT (Life Technologies) instruments. The 27 breast cancer cell lines were treated with eribulin and paclitaxel for 24 hours at concentrations of 10×IC_50_. Three technical replicates were included for eribulin, paclitaxel, and untreated cell lines. We calculated ΔCT values for sample-to-sample normalization based on the average CT values of 4 endogenous controls (GAPDH, GUSB, HPRT1, PPIA). Statistical analysis and clustering were performed on ΔCT values. Fold changes were calculated after 2^−ΔCT^ transformation into linear space. The ΔCT values for the 2 treatments in the 3 cancer panels are included in Table S2. The clustering result of the EMT pathway was based on the spearman distance metric.

To investigate long-term effects of compounds on expression of EMT-related genes, five breast cancer cells (HCC1806, BT474, HCC38, HCC70 and AU565) were incubated in the presence of eribulin at 1×IC_50_ for 7 days. All treatments were done in triplicates. Total RNA was isolated using the RNeasy Mini kit (Qiagen, Valencia, CA, USA). Reverse transcription was carried out using the High Capacity cDNA Reverse Transcription kit (Life Technologies, Grand Island, NY, USA). Gene expression was measured with Taqman probes on Custom TaqMan Low Density Cards (TLDA) using ABI7900 (Applied Biosystems, Life Technologies). We calculated ΔCT values for sample-to-sample normalization based on the CT values of ACTB endogenous control (Table S4).

### Statistical and pathway analysis of gene expression

Gene expressions were analyzed using Expressionist software (Genedata) and R statistical software [15]. After data normalization log2 ratios were calculated for both treatments normalized to control. To identify genes significantly altered between treatments we applied paired t-tests between the log transformed expression ratios of the treated cell lines for each cancer cell line panel separately. Genes with fold change (FC) >1.5 between treatments for at least one cell line and p value <0.01 based on the paired t-test were considered significantly altered between treatments (Table S3). Pathway analysis of significantly altered genes was performed using Metacore commercial software. Pathways were considered significant based on p<0.05 false discovery rate (FDR) adjusted threshold for multiple comparison correction. Cell lines were clustered based on their gene expression profiles by unsupervised hierarchical clustering, where the distance metric was the Pearson distance and both the “ward” and “average” linkage criteria was used. We picked in each case the algorithm which gave the highest average silhouette (using the “cluster” library in R), a measure characterizing how tightly the data are grouped in the clusters. In order to be able to perform statistical tests between the drug sensitivity of the cell line clusters we considered only results where the clusters contained at least three cell lines with associated IC_50_ data. The best clustering was retained and the top two and three clusters in the hierarchical tree were correlated with in vitro antiproliferative activity. A t-test was applied to identify significant differences between the cell line clusters.

### Predictions of drug sensitivity based on signature genes

We tested the predictive power of the EMT pathway genes based on the elastic net regression method [18]. This method is suited for cases where the number of features (genes) is greater than the number of samples and some of the features are highly correlated. The algorithm combines two penalty terms to strike a balance between the need to generate a sparse model, but at the same time retaining groups of correlated genes. We used this method because the number of genes was larger than the number of samples, and because the genes were extracted from the same pathway we expected a high correlation among the expression profiles. We used the “glmnet” package [16] in R, where the regression model is built based on two parameters (α, λ). The first parameter (α) controls the relative strength of the two penalty terms (α = 0 and 1 corresponds to the ridge and lasso regression, respectively). The second parameter (λ) controls the overall strength of the penalties [17]. We performed a leave-one-out cross validation to evaluate the prediction power of the gene sets. To predict the sensitivity of the left out sample we generated a sequence of 100 values of α between 0 and 1 and for each α value a λ was chosen to minimize the mean square error based on a 10 fold cross-validation of the training data (total number of sample minus one). For this step, 100 values of λ were tested based on the sequence generated by the default setting in the “glmnet” package. The α and λ pair which had the smallest mean square error was retained for prediction. The performance of each model was evaluated using the Pearson correlation coefficient between the predicted values and the measured IC_50_ values.

## Results

### Comparison of gene signatures and correlation with drug sensitivity

Our goal was to identify selective signaling pathways associated with eribulin compared to paclitaxel in the 3 cell line panels based on the gene expression profiling. 

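The deposited arrays of the ovarian panel cover 21 established ovarian cancer cell lines. Each line was treated for 24 h with eribulin, an analog of halichondrin B that inhibits microtubule growth, or with paclitaxel, a taxane that stabilizes microtubules, each at 10 times the IC50 of that line. The third condition is a control, which the methods call untreated and the sample labels call vehicle-treated. RNA of each line and condition was hybridized to 3 Affymetrix Human Genome U133 Plus 2.0 arrays as technical replicates, which gives 63 arrays per condition. The deposited values are log2 expression values. The methods name the Microarray Analysis Suite for the raw data, whereas the processing described with the arrays is RMA (background correction, quantile normalization and summary of the probes of a probe set) in Affymetrix Power Tools. Array medians lay between 4.15 and 4.279.
The 3 technical replicates of a line and condition were averaged, and the cell line was taken as the replicate (n = 21). Treatments were compared within lines with limma, a moderated test of the paired differences, with Benjamini-Hochberg adjustment over 11280 probe sets whose mean log2 value over all arrays was at least that of an expression of 100. These probe sets cover 6748 genes, and a gene is represented by its probe set with the highest mean. The number of lines limits the precision of each mean difference, which is given with its standard error. Every array correlated best with an array of the same line, and 167 with an array of the same line and treatment. The median correlation of an array with its technical replicates was 0.9963. An array of OV56 (0.9348) and an array of COV434 (0.9477) stood apart from their replicates. Both are eribulin arrays, with log2 ratios of 3' to 5' signal of ACTB of 2.048 and 2.608, against 0.654 to 0.966 in the other eribulin arrays of these lines. A paclitaxel array of TOV-21G had a ratio of 2.259 as well, with a correlation of 0.9923 with its replicates. The gap between the hybridization controls bioC and bioB split the arrays into 128 with a gap of 1.485 to 2.135 and 61 with a gap of 3.217 to 4.472 (log2). The arrays of 11 lines lay in 1 of these groups and those of 10 lines in both, and 20 lines had their eribulin and paclitaxel arrays in the same group.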

We started the analysis by identifying the genes differentially altered between treatments with eribulin and paclitaxel. We performed a paired t-test for each cancer panel and calculated fold changes for each cell line separately between the two treatments. After applying a threshold on p values and fold-changes (p<0.01 and FC>1.5), we defined the gene signatures consisting of 91, 159, and 327 genes for ovarian, endometrial, and breast cancer cell lines, respectively (Figure 1, Table S3). 

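Besides the tubulins, a replication-dependent histone gene, a phospholipid enzyme and regulators of Hippo signalling and the cell cycle differed between the drugs in the ovarian lines. H2AC6, which encodes a histone H2A, fell by 0.28 on the log2 scale with eribulin relative to paclitaxel (standard error 0.057, adjusted p = 0.0157 from limma) and was lower in 20 of 21 lines. LPCAT1, an acyltransferase that remodels phosphatidylcholine, rose by 0.18 (standard error 0.035, adjusted p = 0.0152) and was higher in 18 lines. WWC1, an upstream regulator of the Hippo pathway, rose by 0.13 in 21 of 21 lines (adjusted p = 0.0145), and the RNA-binding protein gene RBMS2 rose by 0.12 in 19 (adjusted p = 0.00438). Smaller rises were seen for ACACA, the acetyl-CoA carboxylase of fatty acid synthesis (0.10, adjusted p = 0.0307), and CCNF, the cyclin F subunit of a ubiquitin ligase (0.09, adjusted p = 0.0298). In the 11 lines whose arrays lie in 1 group of hybridization controls, none of these genes passed, with log2 differences of -0.26 for H2AC6 (adjusted p = 0.554), 0.14 for LPCAT1 (0.701), 0.10 for WWC1 (0.523), 0.10 for RBMS2 (0.405), 0.09 for ACACA (0.609) and 0.10 for CCNF (0.508), in a test with fewer lines. Of the 40 genes called by their main probe set, all 12 higher and 28 lower kept their direction there, and the 10 that still passed are tubulin genes. The eribulin and paclitaxel arrays lie in the same group in 20 of the 21 lines. A call between the drugs that is lost in the 11 lines therefore cannot be read as an effect of these groups, since fewer lines also weaken the test.
Of 5 measured replication-dependent histone genes, 1 fell and 0 rose (4 lower when adjusted over the list alone), with a median log2 difference of -0.14. The list was lower than other genes by camera (adjusted p = 0.00044), with adjusted p = 0.227 with an estimated correlation, and its call is lost in a joint fit of the 3 treatments with the line as a fixed block (adjusted p = 0.103). The probe sets of H2AC6, H2BC5 and H2BC6 carry a suffix for sequence shared between genes, and that of H1-2 does not. Signal shared between histone genes was not tested. Of 16 measured p53 target genes, TP53INP1, a stress-induced regulator of autophagy and apoptosis, fell by 0.16 (adjusted p = 0.0250) and ZMAT3, an RNA-binding zinc finger gene, by 0.13 (adjusted p = 0.0398), and neither passed in the 11 lines (log2 difference -0.13 and -0.11, adjusted p = 0.609 and 0.703). None of the 16 rose, 6 were lower when adjusted over the list alone, and the list as a whole did not pass (camera, adjusted p = 0.0814).
In all, 90 probe sets passed an adjusted p under 0.05, 33 higher and 57 lower with eribulin, and the 10 of them that differed by more than 1.5-fold in the mean were all lower. The count is 34 in a joint fit of the 3 treatments with the line as a fixed block (13 higher, 21 lower). It is 509 with a block for the replicate number (199 higher, 310 lower), although same-numbered arrays are not paired (median correlation of their deviations 0.0026). It is 43 to 70 without 1 replicate number and 45 to 128 when 1 line is left out, with 45 to 59 without TOV-21G, COLO-704, COLO 720E, COV644, OV-90, KURAMOCHI or OVSAHO. At the thresholds of the study, 121 probe sets of 92 genes were selected (unadjusted p under 0.01, here from limma, and over 1.5-fold in at least 1 line). Of these probe sets, 28 also passed the adjusted threshold. With the paired t-test of the methods in place of limma, 59 genes were selected. For 73 of the 121, only 1 line was past 1.5-fold. Single lines weigh on this size, since 51 genes were selected without OV56, 55 without KURAMOCHI and 59 without OVSAHO, and 20 in the 11 lines whose arrays lie in 1 group of hybridization controls.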

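The genes that Table S3 lists for the ovarian panel and for neither of the other panels include a ubiquitin ligase, transcription and RNA regulators and an actin crosslinker. MYLIP, a ubiquitin ligase for lipoprotein receptors, fell by 0.19 on the log2 scale with eribulin relative to paclitaxel by the probe set of Table S3 (standard error 0.041, adjusted p = 0.0241 from limma), lower in 19 of 21 lines, but by 0.14 (adjusted p = 0.223) by its probe set with the highest mean. The log2 difference was -0.19 for the RNA-binding protein gene RBM47 (adjusted p = 0.112), -0.19 for CYP1B1, a cytochrome P450 that metabolizes estrogens (adjusted p = 0.0913), and -0.19 for ID4, an inhibitor of helix-loop-helix transcription factors (adjusted p = 0.0618). In the other direction it was 0.22 for CRYAB, a small heat shock protein (adjusted p = 0.0710), and 0.15 for ACTN4, an actin crosslinking protein (adjusted p = 0.0542). These genes were chosen by the study on the same arrays, so their directions are not independent.
Of 80 genes with 1 symbol on the ovarian list of the paper, 49 (61.25%) are on neither the breast nor the endometrial list, 8 are shared with breast alone and 7 with endometrial alone. The lists of the other panels were selected on other arrays. Of the 121 probe sets that passed both thresholds here, 45 are on the breast list of the paper, where 3.16 would be shared between independent lists (Fisher's exact test, p = 1.31e-40), and 46 are on the endometrial list, where 1.29 would be shared (p = 3.17e-62). Without probe sets whose single symbol is a tubulin, 27 of 102 are on the breast list (2.51 between independent lists, p = 7.21e-21) and 28 on the endometrial list (0.925, p = 6.67e-35). These still hold probe sets without a single symbol that are on both lists and fall like the tubulins (log2 difference -0.59 and -0.32). Several of the shared probe sets measure the same gene, so they are not independent and the Fisher p-values are not exact. Direction was not part of these tests. With eribulin, 23 of the 45 shared with the breast list and 30 of the 46 shared with the endometrial list were lower.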

A large fraction of the genes were unique: 78% of genes from signatures were unique to breast, 57% to endometrial and 60% to ovarian cancer. There was only a small overlap (18 genes). The gene signatures also showed differences in the direction of alteration between the drugs in the three cancer panel. We compared the number of genes up- or down-regulated in at least one cell line (FC>1.5) between treatments and found that in breast and endometrial cancers the majority of signature genes were up-regulated for eribulin treatment as compared to paclitaxel (76% and 56% in breast and endometrial cancer, respectively). On the other hand, in ovarian cancer the majority of signature genes were down-regulated for eribulin treatment compared to paclitaxel (74% of genes). 

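Genes lower with eribulin than with paclitaxel outnumbered those that were higher. The largest differences of the lower group were those of the tubulin genes, and the group also holds CCNG2, a cyclin that restrains proliferation (log2 difference -0.13 by the probe set with the highest mean, adjusted p = 0.0909 from limma, and -0.21 by another, adjusted p = 0.142, both selected). The higher group holds AKAP12, a scaffold protein for kinases (0.28 by the selected probe set, adjusted p = 0.119, and 0.17 by that with the highest mean, adjusted p = 0.252), MICAL2, an actin-oxidizing enzyme (0.24, adjusted p = 0.126), and the heparan sulfate proteoglycan gene SDC4 (0.15, adjusted p = 0.0958). Of the 92 genes selected at the thresholds of the study, 59 (64.1%) were lower with eribulin.
This share of the selected genes depends on few arrays and on the scaling. It was 41.9% without replicate 1, so that most genes were higher, 72.6% without replicate 2 and 79.5% without replicate 3. It was 81.4% with the paired t-test of the methods, 78.5% after median centring and 51.6% after quantile normalization of the deposited values. In settings chosen after seeing the data it was 52.6% without the outlying arrays of OV56 and COV434 and 95% of 20 genes in the 11 lines whose arrays lie in 1 group of hybridization controls. Of the probe sets at an adjusted p under 0.05, 63.3% were lower, against 76.9% of 52 after median centring, 46.5% of 114 after quantile normalization, 61.3% of 62 without replicate 1, 65.3% of 118 without the 2 outlying arrays and 100% of 21 in the 11 lines.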

Next we performed unsupervised clustering based on the gene sets in all three cancer panels for both treatments. We identified two distinct clusters based on eribulin expression profile and three clusters based on paclitaxel expression profiles in breast cancer (Figure 2). We found that the drug treated expression profiles for breast cancer correlated with sensitivity for both compounds (p = 0.004 for eribulin and p = 0.06 for paclitaxel; Table 1 and Figure 2). We considered the top two or three clusters in each case and reported the best p value. The choice of hierarchical clustering algorithm was determined based on the silhouette average, a measure which characterizes how tightly the data are grouped in the clusters (Material and Methods). For ovarian cancer we found no significant correlation of expression with drug sensitivity, and for endometrial cancer we found significant correlation only with the paclitaxel signature (p = 0.006, Table 1). 

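The ovarian lines that responded alike in the signature genes did not differ detectably in drug sensitivity. With eribulin, a group of TOV-112D, COV362, COLO-704, COLO 720E, A2780 and OVTOKO separated from most other lines on the log2 ratios to control of the 105 ovarian probe sets of Table S3, which the study chose on these arrays. The smallest p came from the larger group of 13 lines with an IC50, among them SK-OV-3, OV-90 and KURAMOCHI. Their mean ln IC50 for eribulin was -0.127 (SD 0.737, n = 13), against -0.579 (SD 0.663, n = 7) in the other lines (exact permutation test, 2-sided, p = 0.198). With paclitaxel, 11 lines that include SK-OV-3, OVCAR-3 and EFO-21 had a mean ln IC50 of 1.16 (SD 0.356) and the other 9 a mean of 0.656 (SD 0.899) (exact permutation test, p = 0.111).
The lines were grouped as in the methods, by hierarchical clustering with the linkage of the higher silhouette and 2 or 3 clusters, and IC50 values were given for 20 of the 21 lines. Over the 7 clusters tested for both drugs, the smallest adjusted p was 0.3875. In the 11 lines with arrays in 1 group of hybridization controls, the smallest p was 0.0619 (adjusted p = 0.186 over 6 clusters, exact permutation test).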

Because breast cancer expression showed the most significant association with eribulin sensitivity, in the next part of the analysis we investigated in more detail the clustering results. We identified the most resistant clusters for eribulin (HCC1500, HCC1419, UACC893, HCC2218, UAC812) and paclitaxel (HCC1143, HCC2218, HCC1954, BT20, HCC70, UACC812), both characterized by distinct expression profiles (Figures 2A and 2B, indicated with red boxes) and significantly higher IC_50_ values from the rest of the cell lines (p = 0.004 and p = 0.06, respectively). The two resistant clusters shared two common cell lines (HCC2218 and UACC812) and had several unique ones. These cell lines were predicted based on the drug treated expression profile patterns to be uniquely resistant to one or the other compound. To compare the sensitivity of the cell lines to the two compounds we examined the scatter plot of the IC_50_ values of eribulin and paclitaxel. The scatter plot (Figure 2C) shows a weak correlation (correlation = 0.19, not significant) that means differences between antiproliferative activity between eribulin and paclitaxel in breast cancer panel, because there are several cell lines located off-diagonal in the top-left (most sensitive to eribulin as compared to paclitaxel) or bottom-right (most sensitive to paclitaxel as compared to eribulin) corner of the plot. These cell lines had the most difference in drug sensitivity between the two drugs. The clustering results predicted that HCC1500, HCC1419 and UACC893 are resistant to eribulin but not to paclitaxel. Indeed, two of the cell lines (Figure 2C, red) are the top two cell lines most resistant to eribulin compared to paclitaxel based on the scatter plot. We note that for the cell line UACC893 we could not determine the IC_50_ values because of slow cell growth issues in the in vitro proliferation assay. Similarly, three of four cell lines (HCC1954, HCC70, BT20) predicted by the clustering results are among the top most resistant to paclitaxel compared to eribulin (yellow) based on the IC_50_ scatter plot. The remaining cell line (HCC1143) appears to be resistant both to paclitaxel and eribulin. Although it was not part of the eribulin resistant cluster, the cell line shows similarity in gene expression profile (up-regulation) to the resistant cluster (Figure 2A). These results showed that in the breast cancer panel, drug resistant cell lines were characterized by distinct expression profiles which can differentiate eribulin and paclitaxel antiproliferative activity.

**Figure 1:**
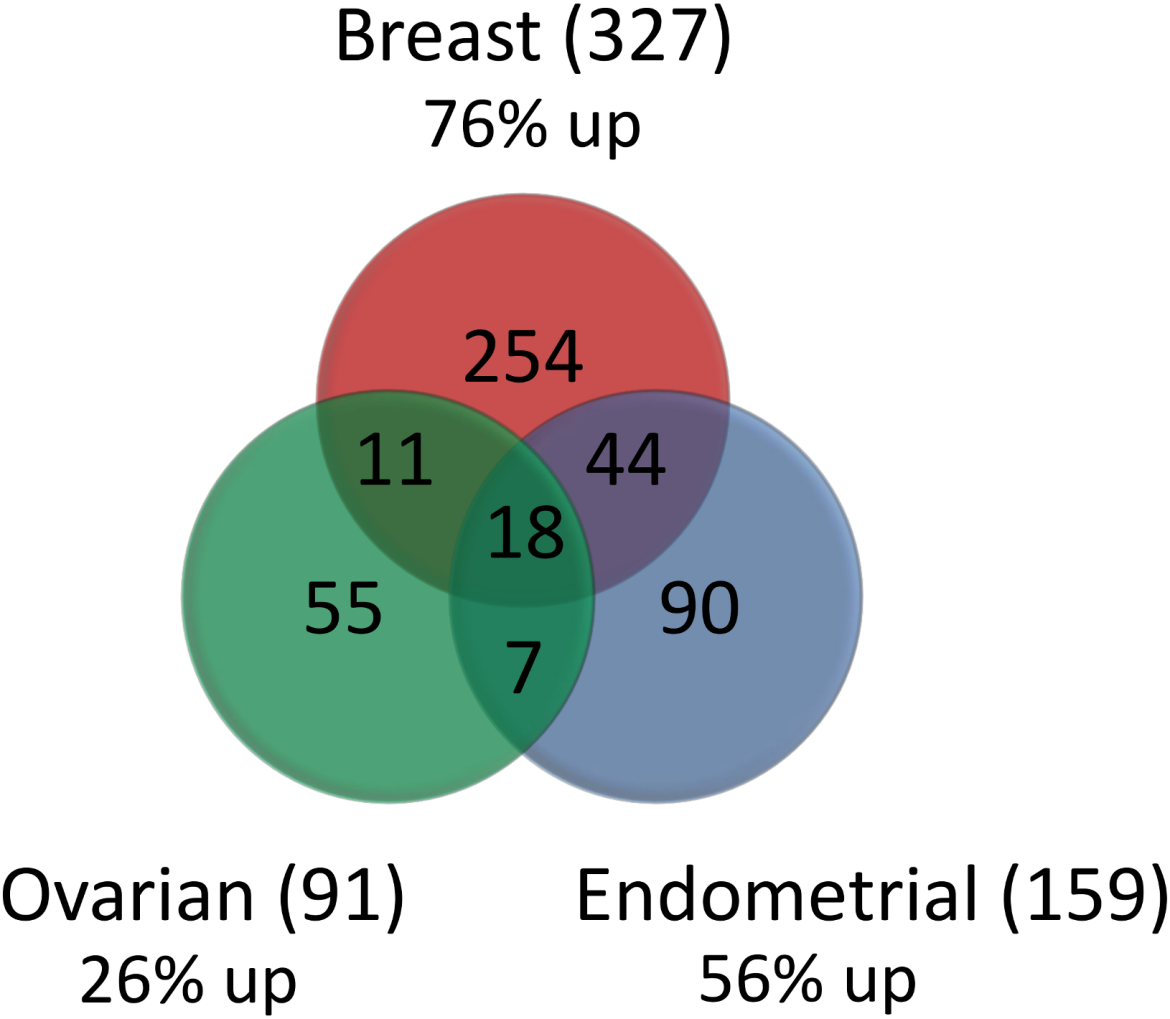
Overlap among gene signatures for the 3 cancer panels. We identified sets of genes with significantly altered gene expression profiles between eribulin and paclitaxel treatments for breast, ovarian, and endometrial cancer. The signature consisted of 327, 91, and 159 genes for breast, ovarian, and endometrial cancer, respectively. The percentage of genes having higher expression in cell lines treated with eribulin compared to paclitaxel is 76%, 56%, and 26% for breast, endometrial, and ovarian cancer, respectively.

**Figure 2:**
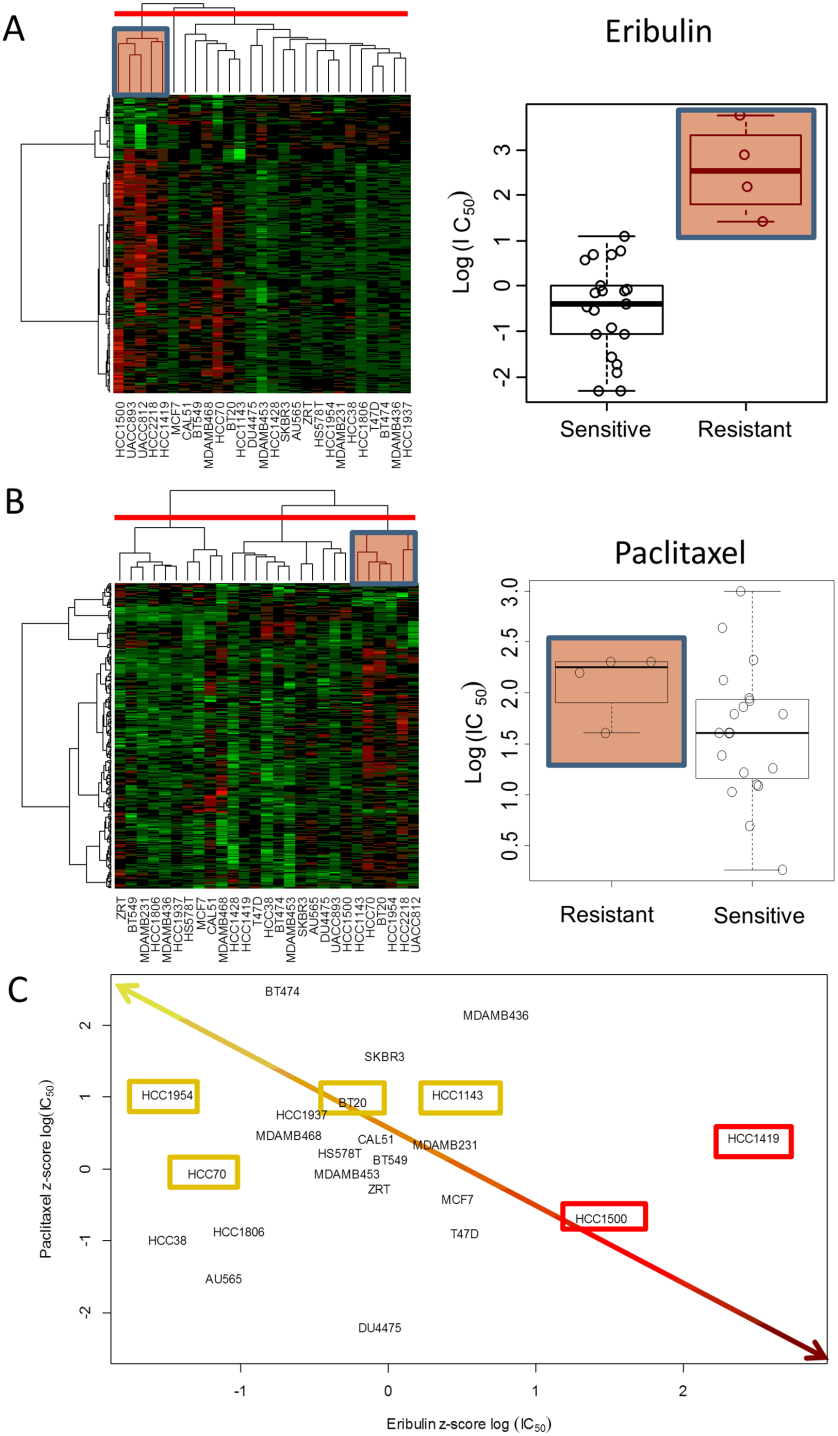
Correlation of expression profiles with drug sensitivity. A) Correlation of eribulin signature with drug sensitivity. Hierarchical clustering of eribulin expression signature identified two clusters of cell lines with significantly different sensitivity to eribulin (p = 0.004). The red box indicates the eribulin resistant cluster. B) Correlation of paclitaxel signature with drug sensitivity. Hierarchical clustering of paclitaxel expression signature identified cluster with differences of paclitaxel sensitivity (p = 0.06). The red box indicates the most paclitaxel resistant cell line cluster. C) Scatter plot of eribulin and paclitaxel sensitivity. Cell lines located in the upper left corner are the most resistant to paclitaxel as compared to eribulin, and cell lines located at the lower right corner are the most resistant to eribulin as compared to paclitaxel. Yellow and red boxes indicate the cell lines identified based on expression profiles as uniquely resistant to paclitaxel and eribulin, respectively.

**Table 1:** Correlation of gene signatures with in vitro antiproliferative data.

Gene signatures	Breast cancer (p values)		Ovarian cancer (p values)		Endometrial cancer (p values)	
Eribulin signature	0.004		NS		NS	
Paclitaxel signature	0.06		NS		0.006	
**EMT pathway**	**Clustering**	**Prediction**	**Clustering**	**Prediction**	**Clustering**	**Prediction**
Eribulin (EMT)	0.06 (0.05)*	0.03	NS	NS	NS	0.04
Paclitaxel (EMT)	NS	NS	NS	NS	0.006	0.02

We performed unsupervised hierarchical clustering based on gene signatures for the 3 cancer panels. Significant (p<0.05) or marginally significant (p<0.1) p values are listed for the cell line panels where we identified clusters of cell lines with different sensitivities. For the EMT pathway we tested the predictive power of the expression profiles based on the elastic net regression model. The predicted and measured values (IC_50_) were correlated based on the Pearson correlation coefficient. In cases where significant correlations existed, p values are listed. Significance of EMT pathway clustering was confirmed for breast cancer by qPCR (p = 0.05). *confirmed by TLDA (NS indicates not significant p values>0.1).

### Functional analysis of gene signatures

The gene signatures in the cancer panels were quite unique; nevertheless, there was a small overlap of 18 genes. 

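Table S3 pairs 16 genes with probe sets on the lists of all 3 panels, of which 9 are tubulins. TUBG1, the gamma-tubulin that nucleates microtubules at the centrosome, fell by 0.25 on the log2 scale with eribulin relative to paclitaxel (standard error 0.0334, adjusted p = 4.02e-05 from limma) and was lower in 21 of 21 lines. ACTN1, the alpha-actinin that crosslinks actin at adhesions, rose by 0.12 (standard error 0.0273, adjusted p = 0.0405) and was higher in 19 lines. In the 11 lines whose arrays lie in 1 group of hybridization controls, TUBG1 passed (log2 difference -0.22, adjusted p = 0.0116) and ACTN1 did not (0.07, adjusted p = 0.703). That test has fewer lines, so the lost call of ACTN1 need not come from these groups. The log2 difference of TAGLN, the actin-binding protein transgelin, was 0.36 (standard error 0.113, adjusted p = 0.112) with 16 lines higher, and that of MYH9, the heavy chain of non-muscle myosin, was 0.14 (adjusted p = 0.0734). JUN, a subunit of the AP-1 transcription factor, differed by 0.13 (adjusted p = 0.136) and BTN3A2, a butyrophilin of the immune system, by -0.16 (adjusted p = 0.0969). FOSL1 and ANKRD1 lay under the expression threshold in the ovarian lines. Because the study selected its ovarian list on these arrays, the directions of these genes here are not independent. In the other tubulins and tubulin folding list, which holds TUBG1 with 12 more genes, 1 gene fell and 0 rose (2 lower when adjusted over the list alone), and camera did not call the list (adjusted p = 0.70). Its median difference was 0.01 and its mean -0.02, so that they differ in sign.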

Interestingly a large fraction of the overlapping genes were tubulins (11 out of 18). These tubulins were down-regulated under eribulin treatment as compared to paclitaxel in most cell lines across all 3 cancer types. 

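All 9 measured alpha- and beta-tubulin genes, which encode the subunits of microtubules, were lower with eribulin than with paclitaxel in the ovarian lines. TUBB, a widely expressed beta-tubulin, had a log2 level of 11.08 ± 0.445 (SD, n = 21 lines) with eribulin and 11.83 ± 0.398 with paclitaxel. It fell by 0.75 on the log2 scale (standard error 0.068, adjusted p = 1.84e-07 from limma), in 21 of 21 lines. The alpha-tubulin gene TUBA4A fell by 0.77 (standard error 0.09, adjusted p = 7.23e-06) and was lower in 18 lines. TUBA1A, TUBB2A, TUBB4B and TUBB3, the last a neuronal isotype that many tumors express, fell by 0.73, 0.71, 0.66 and 0.64 in 21 of 21 lines each, with adjusted p from 1.80e-07 to 6.36e-06. TUBB6 fell by 0.46 and TUBA1B and TUBA1C by 0.30 each, in 20 lines each.
Against the control, the drugs moved several of these genes in opposite directions. With eribulin, TUBB fell by 0.67 in 20 lines, TUBA4A by 0.53 in 18 and TUBB4B by 0.35 in 19. With paclitaxel, TUBB2A rose by 0.63 in 20 lines, TUBA1A by 0.53 in 21 and TUBB3 by 0.34. TUBB2A with eribulin (-0.08, adjusted p = 0.346) and TUBB with paclitaxel (0.07, adjusted p = 0.324) did not pass the test against control. Of the 9 genes, 8 fell with eribulin, 6 rose with paclitaxel and 5 did both.

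**Figure D1:**
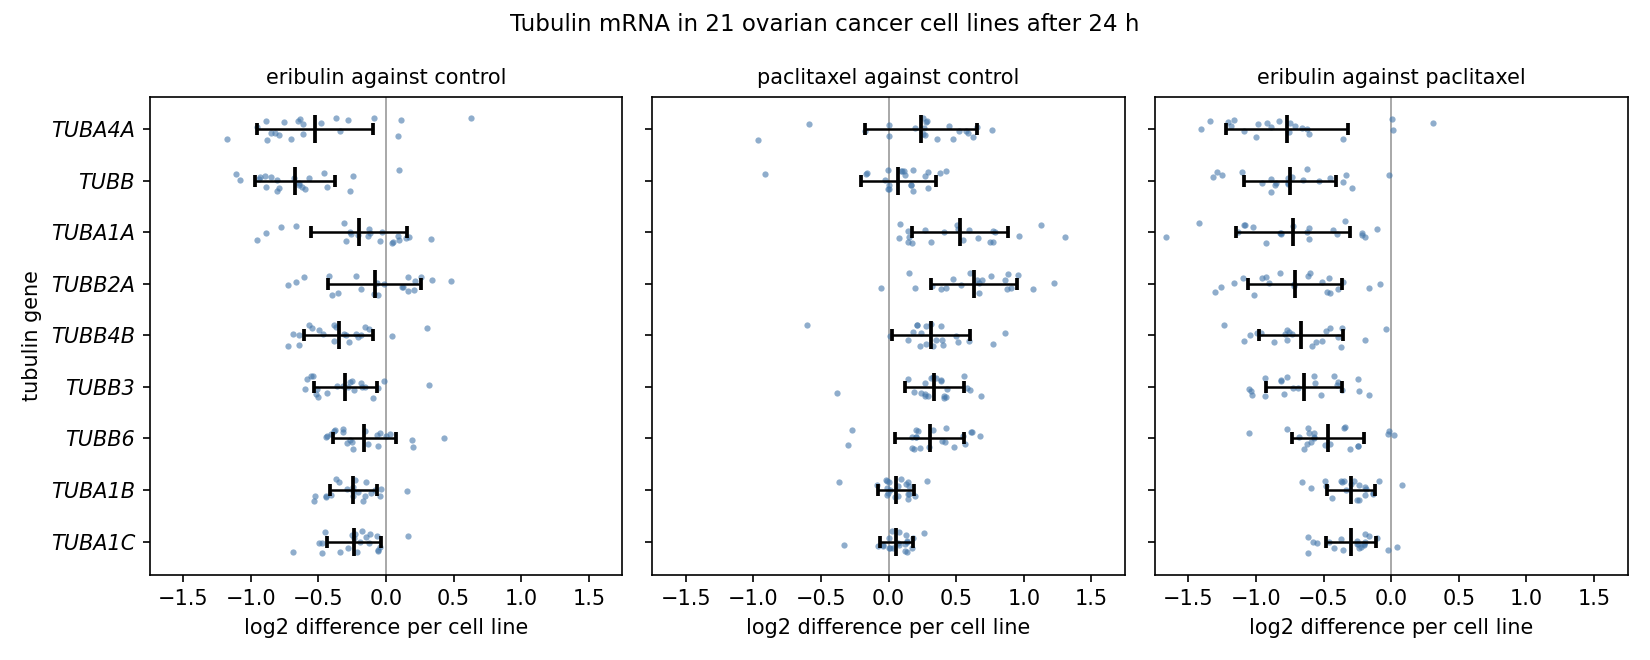
Log2 difference in expression (x axis) of 9 alpha- and beta-tubulin genes (y axis) in each of 21 ovarian lines, in 3 panels for eribulin against control, paclitaxel against control and eribulin against paclitaxel. Points are cell lines, vertical bars means and whiskers SD; between the drugs the points of TUBB, TUBA1A, TUBB2A, TUBB4B and TUBB3 lie below 0 in 21 of 21 lines.

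All 9 genes also passed when adjusted over the list alone, and as a list they were lower than other genes by camera (adjusted p = 1.76e-29, and adjusted p = 0.00492 with an estimated correlation). A difference of over 1.5-fold was reached by 17 lines for TUBA4A, 15 for TUBB and 2 each for TUBA1B and TUBA1C. Tubulin paralogs share sequence, and 4 of the 18 tubulin probe sets past the expression threshold carry no suffix for shared sequence. All 4, of TUBA4A, TUBB, TUBB2A and TUBB6, were lower at an adjusted p under 0.05. The other tubulin genes have only probe sets with such a suffix. The paper proposes that paclitaxel, by driving polymerization, depletes free tubulin and so raises tubulin expression in compensation, and that eribulin lowers it by the opposite effect, from an earlier report that unassembled subunits regulate tubulin mRNA.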

The significant differences in tubulin expression levels were confirmed by qPCR in the breast cancer panel. Based on the qPCR analysis, 4 tubulins (TUBA1B, TUBA4A, TUBB, TUBB4B) had significantly decreased expression under eribulin treatment compared to control (based on paired t-test, Table 2). In contrast, 7 of 8 tubulins (TUBA1B, TUBA1C, TUBA4A, TUBB2A, TUBB3, TUBB4B, TUBB6) had significant increases in expression under paclitaxel treatment compared to control. There was a large variation in fold-changes for the individual cell lines, but all 4 tubulins with significant changes under eribulin treatment had >1.5 fold changed decreases in expression in at least 11 cell lines in breast cancer. Similarly, 6 of 7 tubulins with significant changes had increases in expression of >1.5 fold in at least 7 cell lines under paclitaxel treatment when compared to control. All the tubulins tested by qPCR were significantly down-regulated under eribulin treatment when compared to paclitaxel (p<0.001 for all tubulins except TUBB6, p<0.05, Table 2). We found that reduced expression of 4 tubulins (TUBA1C, TUBA4A, TUBB3, TUBB6) significantly correlated with eribulin sensitivity (p<0.05), and that of one tubulin had a weak correlation (TUBB, p<0.1). Only one tubulin (TUBB2A) had significant correlation with paclitaxel sensitivity (p<0.05) and several (TUBA4A and TUBA1B) showed marginal significances (p<0.1, Table 2).

**Table 2:** Correlation of tubulin expression with drug sensitivity and fold changes between drug treatments.

	Eribulin		Paclitaxel		Eribulin vs control	Paclitaxel vs control	Paclitaxel vs Eribulin
Tubulin	pv	cor	pv	cor	Fold change	Fold change	Fold change
TUBA1B	NS	0.16	0.07	−0.38	0.75 (p<0.001)	1.17 (p<0.05)	1.87 (p<0.001)
TUBA1C	0.01	0.49	NS	−0.16	NS	1.31 (p<0.01)	1.61 (p<0.001)
TUBA4A	0.007	0.52	0.08	−0.36	0.84 (p<0.01)	1.64 (p<0.001)	2.42 (p<0.001)
TUBB	0.08	0.36	NS	−0.23	0.7 (p<0.001)	NS	1.65 (p<0.001)
TUBB2A	NS	−0.01	0.04	−0.44	NS	1.76 (p<0.001)	1.81 (p<0.001)
TUBB3	0.04	0.42	NS	−0.17	NS	1.68 (p<0.001)	1.67 (p<0.001)
TUBB4B	NS	0.06	NS	−0.2	0.78 (p<0.001)	1.39 (p<0.001)	2.1 (p<0.001)
TUBB6	0.02	0.48	NS	−0.03	NS	1.34 (p<0.01)	1.42 (p<0.05)

Correlations were calculated based on the Pearson correlation, and p values between treatment and controls are based on paired t-test (NS indicates a not significant p value>0.1).

The correlative analysis of the signature gene sets with altered expression between treatments indicated a significant correlation with drug sensitivity for breast and endometrial but not for ovarian cancer (Table 1). We investigated the functional role of the genes differentiating eribulin from paclitaxel based on gene expression by performing pathway enrichment analysis using the commercially available Metacore software. The three genes sets were used for enrichment analysis and a significance threshold of p<0.05 was applied with the FDR adjustment. Table 3 shows the significantly enriched pathways grouped as common and unique for the different cancer panels. 

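Within the list of actin cytoskeleton, SRF and YAP target genes, 2 genes were higher with eribulin than with paclitaxel in the ovarian lines. No single keratin or NEK gene passed the test. ACTN1, which is not on that list, was higher too (log2 difference 0.12, adjusted p = 0.0405 from limma). ACTB, the cytoplasmic beta-actin, rose by 0.08 on the log2 scale (standard error 0.018, adjusted p = 0.0307 from limma) in 17 of 21 lines, and VCL, the vinculin that couples actin to adhesions, rose by 0.11 (standard error 0.024, adjusted p = 0.0314) in 19. Of 18 measured genes of the actin cytoskeleton, SRF and YAP target genes, these 2 rose and 0 fell (11 higher when adjusted over the list alone). Neither passed in the 11 lines whose arrays lie in 1 group of hybridization controls (log2 difference 0.06 for ACTB and 0.05 for VCL, adjusted p = 0.703 each). With fewer lines in that test, these lost calls need not come from the groups. Other members had differences of 0.15 for FHL2, a cofactor of SRF (adjusted p = 0.149), and 0.13 for the YAP target CCN2 (adjusted p = 0.319). Camera called the list higher than other genes (adjusted p = 6.82e-11), a call that is lost with an estimated correlation (adjusted p = 0.146).
Of 8 measured keratins and intermediate filaments, 0 passed (3 higher at an unadjusted p under 0.05) and 2 were higher when adjusted over the list alone. The log2 difference was 0.06 for KRT18 and 0.07 for KRT8, the partner keratins of simple epithelia, 0.10 for the linker protein plectin (PLEC) and 0.04 for vimentin (VIM), with adjusted p between 0.142 and 0.708. Camera called this list higher (adjusted p = 0.0135, and adjusted p = 0.268 with an estimated correlation), which is lost after quantile normalization (adjusted p = 0.0796) and without replicate 2 (adjusted p = 0.0708). Of 5 measured NEK kinases, which act in centrosome separation and mitotic spindle assembly, 0 passed (0 at an unadjusted p under 0.05). NEK2, the centrosomal kinase, differed by -0.03 (adjusted p = 0.666) and NEK4 by -0.07 (adjusted p = 0.322), and the list did not pass (camera, adjusted p = 0.635). The study tested whether its signature is enriched in pathway maps, whose members are not given in the article. The lists used here hold other genes and another test, so they do not test that enrichment.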

There were several common pathways for the 3 cancer types: cytoskeleton remodeling related pathways (neurofilaments and keratin filaments), and the role of Nek in the cell cycle regulation pathway. Breast and endometrial cancers were uniquely enriched in two EMT related pathways (“Dependence of TGF beta independent induction of EMT via RhoA, PI3K and ILK” and “Development regulation of epithelial-to-mesenchymal transition”) and a cell adhesion pathway related to cell migration (“Cell adhesion chemokines and adhesion”). There was only one pathway uniquely enriched for endometrial and ovarian cancer (“Cell adhesion gap junction”). 

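The gap junction genes expressed in the ovarian lines are GJA1 (connexin 43), GJC1 (connexin 45) and the pannexin gene PANX1. The log2 difference between eribulin and paclitaxel was -0.03 for GJA1 (adjusted p = 0.546 from limma), 0.04 for GJC1 (adjusted p = 0.444) and 0.06 for PANX1 (adjusted p = 0.161). None of the 3 passed over all probe sets, and 1 was higher at an unadjusted p under 0.05 and when adjusted over the list alone. The gap junction connexins as a list did not pass (camera, adjusted p = 0.28). The members of the pathway map that the study used are not given in the article, so its enrichment was not tested here.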

There were several unique pathways enriched for each cancer panel: 5 unique pathways significantly enriched for both breast and ovarian cancer and two unique pathways for endometrial cancer (Table 3). 

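Among the pathways that Table 3 lists for the ovarian panel alone are those of the NKG2D receptor, by which natural killer cells recognize stressed cells. The 8 measured NKG2D ligands and genes of antigen presentation did not differ between the drugs beyond the spread between lines. TAP1, the peptide transporter of MHC class I loading, differed by 0.06 on the log2 scale (adjusted p = 0.475 from limma), B2M, the light chain of MHC class I, by -0.02 (adjusted p = 0.628) and HLA-E, a ligand of inhibitory receptors on natural killer cells, by -0.03 (adjusted p = 0.568). None passed over all probe sets, adjusted over the list alone or at an unadjusted p under 0.05, and camera did not call the list (adjusted p = 0.944). Its median and mean were both below 0 (-0.005 each), while camera's direction was up. Of 6 measured interferon-stimulated genes, 0 passed (0 adjusted over the list alone and 0 at an unadjusted p under 0.05, camera adjusted p = 0.70). Both lists stand in for the pathway maps of the study, and the enrichment in Table 3 was not tested with them.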

Most unique pathways were related to specific processes in cytoskeleton remodeling, cell cycle and immune response (Table 3). 

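ID2, an inhibitor of differentiation that BMP signalling induces, had the largest difference among the activin and BMP genes of the ovarian lines, with a log2 difference of -0.27 between eribulin and paclitaxel (standard error 0.0707, adjusted p = 0.0734 from limma) and 18 of 21 lines lower. ID1 and SMAD6, a feedback inhibitor of BMP receptors, each differed by -0.11 (adjusted p = 0.110 and 0.191), and INHBB, a subunit of activin B, by 0.14 (adjusted p = 0.257). Of 8 measured genes of activin and BMP signalling, 0 passed over all probe sets (3 higher and 3 lower at an unadjusted p under 0.05) and 3 were lower when adjusted over the list alone. The list as a whole did not pass (camera, adjusted p = 0.665). Of 7 measured EGFR ligands and genes of EGFR transactivation, 0 passed by either adjustment or at an unadjusted p under 0.05. HBEGF, a ligand released by shedding when the receptor is transactivated, differed by 0.12 (adjusted p = 0.291), EGFR itself by 0.01 (adjusted p = 0.903) and the adaptor gene SOS1 by -0.02 (adjusted p = 0.552), and camera gave an adjusted p of 0.542 for the list. As above, the enrichment of the pathway maps themselves was not tested.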

Additional pathways included regulation of eNOS pathway enriched for breast cancer, transcriptional role of AP1 for endometrial cancer, activin A signal regulation, and development of beta-adrenergic receptor transactivation of EGFR enriched for ovarian cancer.

**Table 3:** Pathway enrichment analysis of the three gene signatures altered between eribulin and paclitaxel treatments.

Breast cancer	Endometrial cancer	Ovarian cancer
Cytoskeleton remodeling (3.5×10^−7^,1.6×10^−3^, 9.3×10^−4^)		
Cell cycle: Role of Nek in cell cycle regulation (1.5×10^−4^, 4.7×10^−4^, 5.9×10^−8^)		
Cytoskeleton remodeling: Neurofilaments (1.3×10^−4^,1.6×10^−5^,1.2×10^−6^)		
Cytoskeleton remodeling: Keratin filaments (7.5×10^−4^, 1×10^−4^, 1.8×10^−4^)		
Development of TGF beta dependent induction of EMT via RhoA, PI3K and ILK (6.7×10^−6^, 2.2×10^−3^)		
Development regulation of epithelial-to-mesenchymal transition (EMT) (2.5×10^−5^,1.3×10^−3^)		
Cell adhesion Chemokines and adhesion (4.1×10^−5^, 1.4×10^−3^)		
	Cell adhesion gap junction (1.5×10^−4^, 5.8×10^−4^)	
Cytoskeleton remodeling_Integrinoutside-in signaling (1.5×10^−5^)	Immune response_IL-1signaling pathway (2.6×10^−4^)	Immune response_Human NKG2D signaling (1.4×10^−3^)
Cytoskeleton remodeling_TGF, WNT andcytoskeletal remodeling (3.8×10^−5^)	Transcription_Role of AP-1 inregulation of cellularmetabolism (1.5×10^−3^)	Immune response_Murine NKG2 signaling (1.5×10^−3^)
Cell cycle_Spindle assembly and chromosome separation (6.4×10^−5^)		Cytoskeleton remodeling_Reverse signaling by ephrin B (1.7×10^−3^)
Muscle contraction_Regulation of eNOS activity in endothelial cells (1.1×10^−4^)		Development_Beta-adrenergic receptors transactivation of EGFR (2×10^−3^)
Immune response_ETV3 on CSF1-promoted macrophage differentiation (3×10^−4^)		Signal transduction_Activin A signaling regulation (2.2×10^−3^)

The analysis revealed that two EMT related pathways were commonly enriched for breast and endometrial cancer. Interestingly these were the two cancer panels which had gene signatures with significant correlation with eribulin and/or paclitaxel sensitivity. We tested the hypothesis that EMT pathway being common in these two cancer types may be a selective pathway associated with drug sensitivity. To investigate the expression profile in more detail we extracted the list of genes from the “Development regulation of epithelial-to-mesenchymal transition” pathway. 

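Most epithelial and mesenchymal genes of the qPCR panels had a mean over the expression threshold in the ovarian lines. Most of these did not differ between the drugs. A mean over the threshold does not mean expression in every line, and CDH1 was over it in control arrays of 11 lines. Of 47 such genes in Tables S2 and S4, 35 had a mean over the expression threshold, and of the 36 in Table S2, 31 did. The complete list of pathway genes is not given in the article. The log2 difference between eribulin and paclitaxel was 0.09 for FN1, the matrix protein fibronectin (adjusted p = 0.208 from limma), -0.05 for CDH1, the epithelial cadherin (adjusted p = 0.628), -0.06 for CDH2, the neural cadherin (adjusted p = 0.42), and -0.08 for the transcription factor CREB1 (adjusted p = 0.191). Among the 35 genes, ACTB alone rose and 0 fell (2 higher when adjusted over the list alone). The list did not pass (camera, adjusted p = 0.116), and its median (-0.007) and mean (0.008) differ in sign. Among the 31 genes of Table S2 the count was again 1 higher (5 adjusted over the list alone, camera adjusted p = 0.0814), with a median of -0.007 and a mean of 0.01.
Of the genes labelled in Fig. 4B for the breast panel, 7 were expressed and 0 passed, with 3 higher at an unadjusted p under 0.05 and when adjusted over the list alone. CALD1, the actin-binding caldesmon, differed by 0.11 (adjusted p = 0.136), TPM1, a tropomyosin, by 0.10 (adjusted p = 0.172), CLDN1, a tight junction claudin, by 0.13 (adjusted p = 0.441) and the growth factor receptor gene MET by 0.05 (adjusted p = 0.356). Camera called these 7 genes higher (adjusted p = 0.0118, and adjusted p = 0.407 with an estimated correlation). The call is lost in the 11 lines whose arrays lie in 1 group of hybridization controls, a test with fewer lines (EMT genes altered between drugs in the breast panel, adjusted p = 0.572).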

Out of the 91 genes 36, 33, and 41 genes were expressed in breast, ovarian, and endometrial cancer, respectively. First, we applied hierarchical clustering based on these genes for breast cancer and analyzed the sensitivity between two groups which were divided by hierarchical clustering. EMT pathway expression correlated with eribulin (p = 0.06; Table 1, Figure 3), but not with paclitaxel sensitivity (Table 1). 

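TOV-112D, COLO-704, COLO 720E, A2780 and OVTOKO formed a separate group of ovarian lines by the eribulin responses of 35 EMT genes. These genes had a mean over the expression threshold, but not each was over it in every line. CDH1 was lowest in these 5 lines in control arrays (2.31 to 3.09), followed by COV434 (3.3). What genes near background add to the grouping was not tested. The 5 lines had a mean ln IC50 for eribulin of -0.418 (SD 0.248, n = 5). In the other lines it was -0.241 (SD 0.833, n = 15) (exact permutation test, 2-sided, p = 0.650, adjusted p = 0.811 over 3 clusters). With paclitaxel, the same genes split off single lines, so that no second cluster held 3 lines and no difference in IC50 was tested. With Ward linkage alone, a group of 8 lines with an IC50 had a mean ln IC50 for paclitaxel of 1.24 (SD 0.322) against 0.723 (SD 0.795) in 12 others (exact permutation test, p = 0.0954, adjusted p = 0.254 over 8 clusters). When the lines were grouped by log2 expression after treatment in place of the ratio to control, OVISE, COV644, OVCAR-3, OV-90 and CaOv3 formed a group, of which 4 had an eribulin IC50. These had a mean ln IC50 of -0.968 (SD 0.823) against -0.115 (SD 0.618) in 16 others (exact permutation test, p = 0.0367, adjusted p = 0.215 over 8 clusters). In the 11 lines with arrays in 1 group of hybridization controls, the smallest adjusted p over 5 clusters was 0.3095.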

For ovarian cancer there was no correlation between EMT gene expression and drug sensitivity. Lastly, EMT pathway expression had a significant correlation with paclitaxel sensitivity in endometrial cancer (p = 0.006). Next we tested if the differentiation of EMT gene expression profile between resistant and sensitive cell lines would enable us to predict drug sensitivity. The predictive power of the EMT expression profile was evaluated by applying the elastic net approach [18] with leave-one-out cross validation (See Materials and Methods). The predicted and measured drug sensitivity (IC_50_ value) had significant correlation in breast cancer (p = 0.03) and in endometrial cancer (p = 0.04) with eribulin sensitivity. The predicted drug sensitivity was also significant for paclitaxel in endometrial cancer (p = 0.02). On the other hand, there was no significant prediction power for ovarian cancer based on EMT expression profile. 

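The responses of the EMT genes did not predict the IC50 of left-out ovarian lines. Over the alphas tried, the highest correlation between predicted and measured ln IC50 across 20 lines was -0.509 for eribulin (Spearman's rank correlation -0.880) and -0.373 for paclitaxel (rank correlation -0.9), both below 0. Without the 2 lines whose predictions lay farthest from the median, r was -0.935 and -0.773. For both drugs the model fitted to all lines at this alpha kept 0 of the 35 genes offered, which include CDH1, VIM and FN1. Leaving out a line with a high IC50 lowers the mean of the others, so a prediction by that mean alone runs against the left-out value, and no p from pairing predictions with measured values is given. Over 11 alphas, or with another random seed for the folds, the eribulin model had an alpha of 0 and kept all 35 genes (r = -0.528 and -0.374), and with no filter it kept 47 of 47 (r = -0.654).
When ln IC50 was permuted over the lines and the choice among 11 alphas repeated, 100 permutations gave a p of 0.792 for eribulin (r = -0.528) and 0.693 for paclitaxel, 1-sided for a positive relation. The permuted values had a median r of -0.211 and -0.216, so the procedure gives a negative r without any relation. With alpha and lambda chosen by the error inside the training lines, as in the methods, r was -0.528 and -0.378 over 100 alphas, and -0.528 (p = 0.723) and -0.375 (p = 0.604) over the 11 alphas of the permutations. The 2 drugs and both ways of choosing alpha make 4 such tests, and none has a p under 0.05 before adjustment.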

The predictions are in agreement with the unsupervised clustering results, suggesting that the separation observed in the EMT expression profile between sensitive and resistant cell lines in breast and endometrial cancer can be used to predict drug sensitivity. The agreement between these two different computational approaches also suggests the robustness of these findings. Although we have not found significant separation between eribulin sensitive and resistant cell lines based on the clustering of EMT expression profile in endometrial cancer, the genes from EMT pathway still had significant predictive power of eribulin sensitivity. This may be due to the fact that in this case the best predictive model in elastic net includes a relatively small number of genes from the EMT pathway as opposed to the clustering which is based on all genes expressed in EMT (7 genes from EMT are included in the model to predict eribulin sensitivity in endometrial cancer compared to 13 and 21 genes included in the models to predict paclitaxel sensitivity in endometrial cancer and eribulin sensitivity in breast cancer, respectively).

**Figure 3:**
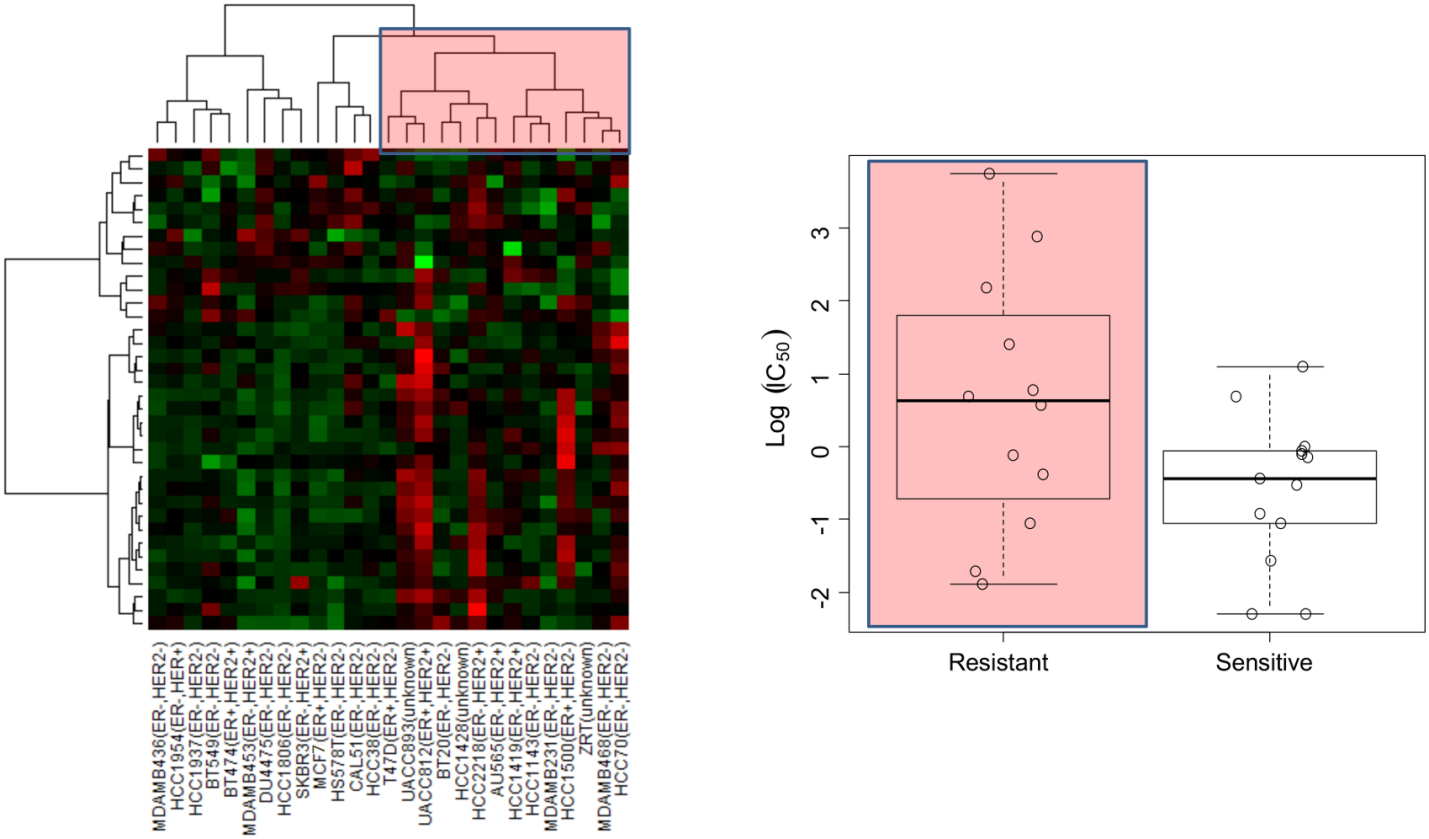
The EMT expression profile correlates with eribulin sensitivity. Unsupervised hierarchical clustering defined groups of breast cancer cell lines with altered expression under eribulin treatment (left panel). The cell lines consisting of many upregulated EMT genes are more resistant to eribulin treatment (right panel, p = 0.06). The ER and HER2 status of cell lines are indicated in the parenthesis.

The EMT genes expressed in breast cancer (36 genes) were included in a custom TLDA assay to confirm our results. Based on the higher sensitivity TLDA assay, both EMT correlation with eribulin sensitivity (p = 0.05) and the significant alteration of EMT expression between eribulin and paclitaxel sensitivity was confirmed. We found that 9 genes from the EMT pathway had significantly higher expression (p<0.05) under eribulin treatment when compared to paclitaxel, supporting our results from the microarray data (Figure 4B). These 9 genes had a large variation across the cell line panels, but they were mostly up-regulated and the fold-changes were larger than 1.5 for at least 3 cell lines. Eleven genes had significantly higher expression under eribulin treatment for the resistant cluster when compared to the sensitive cell line cluster (Figure 4C). A detailed investigation of the EMT pathway map revealed that several genes identified as overexpressed under eribulin treatment or overexpressed in the eribulin resistant cell lines were key elements of the epithelial to mesenchymal process (Figure 4A). EMT is mediated by a number of signaling pathways, including TGF-beta, WNT, EGF, and HGF signaling [19]–[22]. Our results indicated a significant alteration of expression in key EMT marker genes such as vimentin and claudin-1 (upregulated under eribulin treatment compared to paclitaxel) and occludin (upregulated in eribulin resistant cell lines). Indeed, overexpression of claudin-1 was shown to induce EMT through activation of slug and zeb1 in human liver cells [23], and to mediate TNF-alpha induced cell migration in human lung carcinoma [24]. Another important gene of the EMT pathway is TGF-beta, which is able to induce the EMT pathway via the SMAD family members [22]. Our map indicates over-expression of both TGF-beta and SMAD2 suggesting a possible mechanism for the activation of the pathway. We found that endothelin-1 was significantly overexpressed under eribulin treatment compared to paclitaxel as well as in the eribulin resistant cell lines. The TGF-beta 1 dependent secretion of endothelin-1 is known to be associated with the induction of the EMT [25]. These findings based on gene expression profiling suggest that EMT pathway response differentiates eribulin from paclitaxel and it is uniquely associated with eribulin sensitivity in breast cancer cell lines.

**Figure 4:**
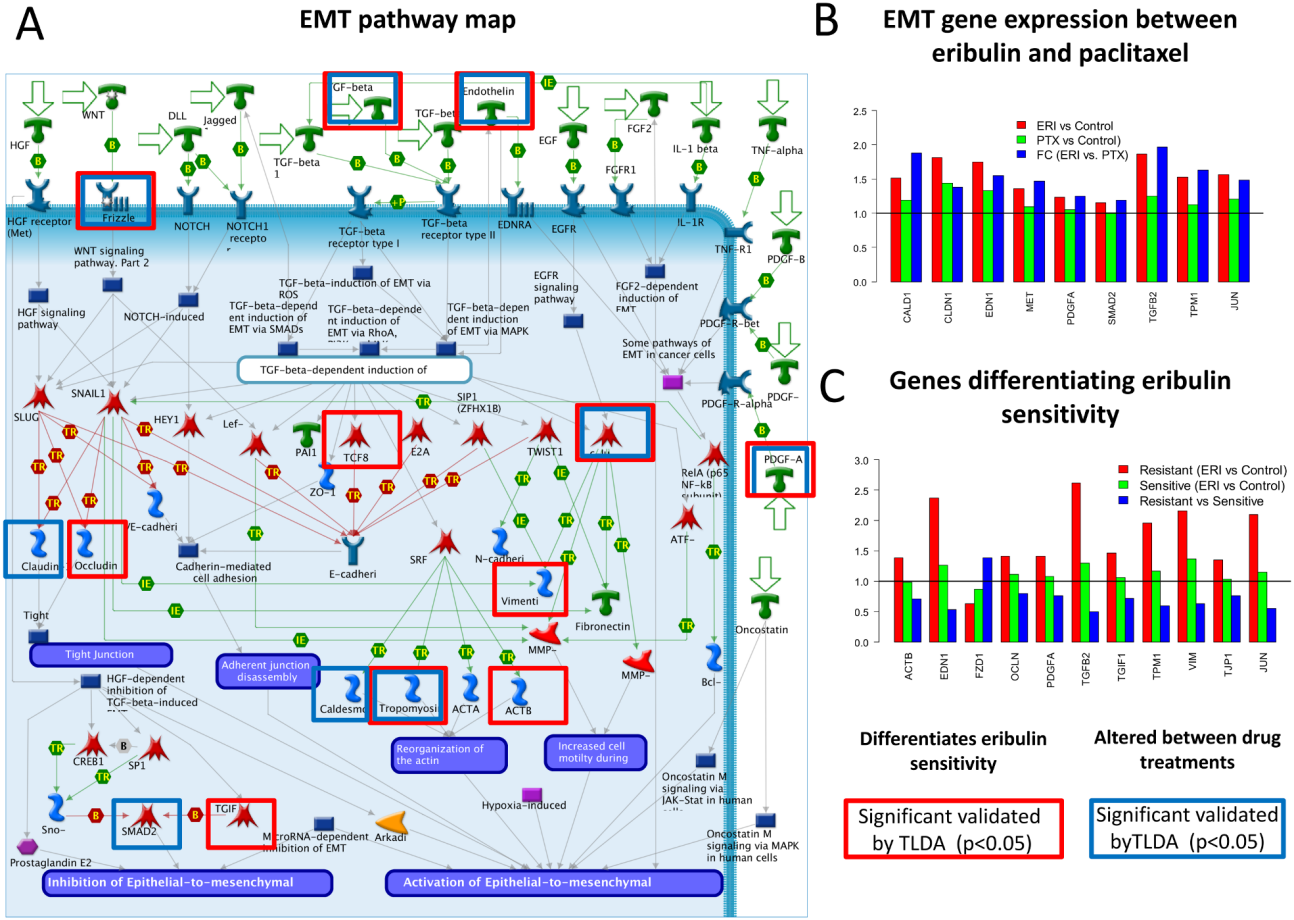
Gene expression profiles of EMT pathway. A) The EMT pathway. The boxes show genes with significantly different expression between eribulin sensitive and resistant cell lines (red) and with significantly different expression between eribulin and paclitaxel treatments (blue). B) EMT gene expression between eribulin and paclitaxel. The plot shows the fold-changes of significantly altered genes between paclitaxel and eribulin (red: eribulin vs. control; green: paclitaxel vs. control; blue: eribulin vs. paclitaxel). C) Genes differentiating eribulin sensitivity. The plot shows the fold-changes of significantly altered genes between eribulin sensitive and resistant cell lines (red: resistant; green: sensitive; blue: resistant vs. sensitive).

## Discussion

The similarity of the signatures of altered expression profiles for the 3 cancer panels was analyzed based both on gene and pathway levels. Although the gene level overlap was very small (only 18 genes) among the 3 panels, the pathway analysis revealed that several common or functionally closely related pathways were enriched (related mostly to cell cycle, cytoskeleton remodeling, and immune response). Our analysis showed that the tubulins were significantly downregulated under eribulin treatment compared to paclitaxel. The downregulation under eribulin treatment and the upregulation under paclitaxel treatments of several tubulins was validated by qPCR in breast cancer (Table 2). The alteration of expression profiles of cell cycle, cytoskeleton remodeling and immune response pathways under paclitaxel treatment has been reported previously both in vivo and in vitro in ovarian cancer [26], [27], which was consistent with our data including breast and endometrial cancer panel. The upregulation of tubulin expression and changes in expression of cytoskeleton maintenance genes under paclitaxel treatment has also been reported in rat smooth muscle cells [28]. Previous studies indicated that alpha- and beta-tubulin synthesis is auto-regulated by posttranscriptional mechanisms that can alter mRNA levels of tubulins in response in the unassembled tubulin subunit concentration [29]. Based on these findings, the upregulation of tubulin expression by paclitaxel is likely driven by a compensatory mechanism to increase the supplies of tubulin monomers depleted because of the microtubule polymerization, whereas the downregulation of tubulins by eribulin could be explained by the opposite effect of increasing the number of tubulin monomers by inhibiting microtubule polymerization [30]. Although expression profiles of tubulins treated with paclitaxel has been analyzed in vitro before, a comprehensive analysis of tubulin alteration under eribulin treatment and comparison with paclitaxel has not yet been done. Furthermore, our correlation analysis revealed unique sets of tubulins correlating with eribulin sensitivity which could potentially allow us to identify subpopulations with relative benefit to eribulin compared to paclitaxel. These findings need further investigation and validation.

The analysis of expression profiles revealed that the EMT pathway was significantly altered between the two treatments. EMT is a process in which epithelial cells acquire mesenchymal properties and show loss of intercellular cohesion, increased cellular migration, and increased resistance to apoptosis and anticancer agents. In tumor cells, EMT may increase the motility and invasiveness of cancer cells and is thought to play a fundamental role during invasion and metastasis (for example [31], [32]). In previous studies, the EMT signature has been found to correlate in vitro with cisplatin resistance in ovarian cancer [33], [34], and resistance to gemcitabine, 5-FU and cisplatin in pancreatic cancer [35]. Moreover, EMT regulators have been shown to modulate resistance to EGFR inhibitors in bladder cancer [36]. Our findings indicate that in breast cancer, EMT pathway expression correlates with eribulin resistance, but not with paclitaxel resistance. Detailed analysis of the EMT pathway after mapping significantly altered genes based on qPCR revealed that many key elements of the signaling pathway were significantly altered both between eribulin sensitive and resistant cell lines and between treatments with the two compounds. Vimentin, one of the important markers of EMT pathway activation, was significantly upregulated in eribulin resistant cell lines. Several studies have reported overexpression of vimentin as a marker of basal-like breast cancer cells [37], [38]. Furthermore, it has been shown that overexpression of vimentin in the non-invasive MCF7 breast cancer cell line increases invasiveness [39].

In this study, it is not clear if eribulin will cause EMT in resistant cancer cells, because we determined limited gene signature in the EMT pathway a short time after treatment (24 hour). Eribulin caused MET, which is an opposite to EMT, in one of triple negative breast cancer cell line, which has a mesenchymal phenotype [40]. Additionally, we examined the EMT gene expression 7 days after eribulin treatment for 5 selected breast cancer cell lines (Table S4). Thirteen genes out of 48 from EMT pathway showed consistent down-regulation (Table S5) in three cell lines sensitive to eribulin based on EMT expression profiling (Figure 3). This indicates that eribulin may cause MET change in vitro as well in the sensitive cell lines. These pre-clinical findings additionally suggest that based on specific alterations in EMT gene expression we may identify the sub-population of patients with more benefit from eribulin treatment compared to paclitaxel treatment. These patients may be identified by rapidly analyzing the gene signature of EMT pathway after the drug treatment.

Our correlation analysis indicated an interesting interrelatedness of the EMT pathways association with eribulin and paclitaxel sensitivity among the 3 cancer panels. We found that alterations in EMT expression are predictive of eribulin sensitivity in breast cancer and with both eribulin and paclitaxel sensitivity in endometrial cancer. We found no significant correlation in ovarian cancer. These in vitro findings may be related to the similarity of the molecular profiles among some cell lines from the 3 cancer panel. Recently the development of several high content assays provided an opportunity for the comprehensive analysis of the molecular profiles of the breast, endometrial, and ovarian cancers [41]–[43]. Integrated analysis of mRNA expression, DNA copy number, DNA methylation and sequencing data revealed a similarity among the molecular profiles in sub-types of these cancers. The molecular profiling revealed a common molecular signature among basal-like breast cancer, serous ovarian and serous endometrial cancers. This profile was markedly different from the other endometrial and luminal breast cancer types. The mRNA clustering of endometrial cancer defined 3 robust clusters of subtypes called the “mitotic”, “hormonal” and “immunoreactive”. The hormonal endometrial cancer showed similar molecular profile to the luminal breast cancer which is hormone receptor positive. The finding that both breast and endometrial cancer are related to the sensitivity of the drugs may be related to the fact that the similar molecular profile is driving the sensitivity to treatment and not the cancer type. For example the observation that the breast and endometrial EMT gene signature was predictive of eribulin sensitivity may be related to subtypes of breast and endometrial cancer with common molecular profiles. Indeed we found the highest similarity between endometrial and breast cancer based both on gene and pathway level analysis. Breast cancer signatures shared twice as many genes with endometrial cancer compared to ovarian cancer when the overlapping genes were normalized to the relative sizes of the gene sets. The majority of the genes were upregulated for eribulin treatment compared to paclitaxel for the breast cancer (76%) and endometrial cancer (56%) signatures as opposed to the ovarian cancer signature, where the majority of genes were down regulated (74%). The finding that the EMT signature correlated with paclitaxel sensitivity only for endometrial cancer may be indicative of a cancer subtype with a unique molecular profile. Alternatively, the endometrial cancer subtype resistant to paclitaxel may have similar molecular profiles to some breast or ovarian cancer subtypes not included in the cell line panels.

In summary, the correlative analyses and results of predictions based on the EMT signature in breast and endometrial cancers suggest that EMT pathway genes may serve as biomarkers to predict response to eribulin in breast cancer, and eribulin and paclitaxel in endometrial cancer. Additionally, our findings indicate that the gene signature can separate eribulin resistant subgroups from paclitaxel resistant subgroups in breast cancer panel. We found that tubulin isotopes had significantly lower expression in cell lines treated with eribulin compared to paclitaxel. Lastly, we found that reduced expression of 4 tubulins (TUBA1C, TUBA4A, TUBB3, TUBB6) significantly correlated with eribulin sensitivity and that of one tubulin (TUBB2A) significantly correlated with paclitaxel sensitivity.

## Supporting Information

Table S1 (XLSX) Click here for additional data file.

Table S2 (XLSX) Click here for additional data file.

Table S3 (XLSX) Click here for additional data file.

Table S4 (XLSX) Click here for additional data file.

Table S5 (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

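Gene expression was measured in 21 ovarian cancer cell lines on Affymetrix Human Genome U133 Plus 2.0 arrays after 24 h of eribulin, paclitaxel or control, with drugs at 10 times the IC50 of the line and 3 technical replicate arrays per line and condition (189 arrays). The authors deposited log2 expression values, one per probe set and array. The processing they describe with the arrays is RMA in Affymetrix Power Tools 1.12.0, while the methods name Microarray Analysis Suite version 5.0. The values, from 1.03 to 13.74 with array medians between 4.15 and 4.279, are on a log2 scale and were used without a further transformation. The arrays of the breast and endometrial panels were not among the files used, so sentences about those panels and about qPCR carry no data here. Gene symbols came from the annotation of the platform, which gives 1 symbol for 41097 of 54675 probe sets, several for 1801 and none for 11777; only probe sets with 1 symbol were named.

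Technical replicates were averaged, and differences between treatments were formed within each line, so that a mean difference rests on 21 pairs. The pairing comes from the cell line. Probe sets whose mean log2 value over all arrays was at least log2(100) were tested, 11280 in all, since the methods leave out genes with an average under this value. Per array, 11064 to 12463 probe sets lay over it (median 11794). The test was limma 3.58.1 in R 4.3.3, with lmFit and eBayes on the paired differences and Benjamini-Hochberg adjustment, where the methods use a paired t-test; a probe set was called at an adjusted p under 0.05. The signature used the thresholds of the methods, an unadjusted p under 0.01 and a difference over 1.5-fold in at least 1 line. The overlap with the lists of the other panels was tested with Fisher's exact test over the probe sets past the expression threshold. Table S3 was selected by the study on these arrays.

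The design, the gene lists and the alternatives were fixed before the data were examined. Of 29 gene lists, 26 had enough members past the expression threshold: alpha and beta tubulins, other tubulins and tubulin folding, microtubule-associated proteins and kinesins of interphase, mitosis (G2/M) genes, G1/S genes, replication-dependent histone genes, p53 target genes, the BCL2 family, AP-1 and immediate early genes, actin cytoskeleton with SRF and YAP target genes, 3 lists of EMT genes (those of the qPCR panels, those of Table S2 and those labelled in Fig. 4B), keratins and intermediate filaments, NEK kinases, gap junction connexins, NF-kappaB and inflammatory genes, interferon-stimulated genes, NKG2D ligands and antigen presentation, the integrated stress response and unfolded protein response, cholesterol synthesis, activin and BMP signalling, EGFR ligands and transactivation, efflux pumps, RNA quality and housekeeping genes, and epithelial and Mullerian markers. Markers of leukocytes, of endothelial cells and fibroblasts, and of melanocytes had too few members past the threshold for a test. The commercial pathway maps of the study are not in the article or its tables, and these lists stand in their place. Lists were compared with other genes by camera with a preset correlation of 0.01, adjusted over the lists of a comparison, and again with an estimated correlation. With fry, lists were tested against no change and not against other genes. Of the lists called, alpha and beta tubulins between the drugs held with an estimated correlation, and no list did against control.

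Genes were named by rule. The rule takes, per comparison, the 10 largest rises and the 10 largest falls among genes with an adjusted p under 0.05 that moved that way in at least 18 of 21 lines, each gene by its probe set with the highest mean. It adds every alpha- and beta-tubulin past the threshold, the genes shared between the panels and those the study names for the ovarian panel, the EMT genes labelled in Fig. 4B, up to 4 members of each list with the largest change, and the endogenous controls GAPDH, GUSB, HPRT1 and PPIA. The values of Tables S3 and S4 had been seen when the rule was made. Further genes of the signature that are named at the sentences on unique genes and on direction were chosen after their values were seen.

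IC50 values of 20 lines came from Table S1, which has none for OVISE, and were used as natural logarithms. Lines were clustered on log2 ratios to control with 1 minus Pearson's correlation as the distance and Ward or average linkage, whichever had the higher mean silhouette (cluster 2.1.8.1), at 2 and 3 clusters. Each cluster with at least 3 lines with an IC50 was compared with the other lines by an exact permutation test in place of the t-test of the methods. Elastic net models were fitted with glmnet 4.1.10 over 100 alphas with 10-fold cross-validation and leave-one-out prediction. The alpha reported is that with the highest correlation, and the rule of the methods, the smallest error within the training lines, is reported beside it. Correlations were tested with 100000 permutations, and the elastic net by 100 permutations over a grid of 11 alphas.

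The steps were tested on simulated data. Of 66 probe sets changed by 0.25 on the log2 scale among 11280, 98.48% were recovered between the drugs, 95.45% for eribulin against control and 98.48% for paclitaxel against control, and all 67 changed by 0.5 and all 67 changed by 1 were recovered, with 12, 14 and 10 false calls. Changes under 0.25 were not simulated. In the real data the median absolute log2 difference of the called probe sets was 0.1195, 0.142 and 0.1268 in these comparisons. Recovery at such sizes is therefore not known.

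The labels hold no hybridization date or batch, and 0 further columns per sample. The hybridization controls on the arrays (bioC minus bioB) split the arrays into the 2 groups described with the data. Alternatives tried were other expression thresholds or none, median centring, quantile normalization, the paired t-test, a joint fit with the line as a fixed block, a block for the replicate number, leaving out each replicate number, each line, and OVISE, other fold criteria, other clusterings and other forms of the IC50. Chosen after seeing the data were the 11 lines with arrays in 1 spike-in group, the spike-in group difference as a covariate, the data without the 2 outlying arrays, a linear mean of at least 100, the clusters of Table S3 probe sets past the threshold and the correlations with IC50 and dose within the line groups of the hybridization controls. No group had 4 to 10 samples, so no group was tested for outliers.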

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

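The paper does not report the ovarian comparisons against control, and several results there passed their tests. The tests of hybridization groups, single probe sets, paralogs, scaling, tubulin feedback, dose and the share of lower genes were chosen after the results were seen, unlike the sign flips of the per-line differences and the tests of 1 outlying array in single lines.

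With eribulin, 4729 probe sets differed from control (1655 higher, 3074 lower), and with paclitaxel 4124 (1616 higher, 2508 lower). After quantile normalization 2389 were higher and 2346 lower with eribulin, and 2114 and 2137 with paclitaxel. After median centring 74.44% were lower with eribulin and 69.64% with paclitaxel. Quantile normalization gives all arrays the same distribution, which by itself balances rises and falls, so it cannot decide whether falls are in excess. Chance can be excluded for the counts of both drugs. Of 100 sign flips of the per-line differences 1, the real one, gave as many calls. The highest other gave 193 with eribulin and 83 (again 1 of 100) with paclitaxel. Genes that rise at G1/S, such as CCNE2, MCM5 and UNG, were lower with both drugs (camera adjusted p = 4.448e-20 with eribulin and 8.917e-20 with paclitaxel; adjusted p = 0.0658 and 0.24 with an estimated correlation). AP-1 and immediate early genes were higher with eribulin (adjusted p = 1.007e-05, and adjusted p = 0.276 with an estimated correlation). NF-kappaB and inflammatory genes were higher with eribulin (adjusted p = 0.002991) and with paclitaxel (adjusted p = 0.001475), with adjusted p = 0.31 and 0.305 with an estimated correlation. Replication-dependent histone genes were higher with paclitaxel (adjusted p = 0.008748, and adjusted p = 0.467 with an estimated correlation). Alpha and beta tubulins were lower with eribulin (adjusted p = 8.131e-05, and adjusted p = 0.276 with an estimated correlation).

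The responses to the drugs differed between the 11 lines whose arrays lie in 1 group of hybridization controls and the 10 lines with arrays in both, for 190 probe sets with eribulin and 394 with paclitaxel by a test of the difference itself (limma, adjusted p under 0.05), and for 0 between the drugs (302 at an unadjusted p under 0.05). Hybridization groups as the source of the responses themselves are argued against, since 89.18% of 3282 probe sets called in the 10 lines with eribulin, and 84.29% of 2419 with paclitaxel, go the same way in the 11. They are argued against for the differences between line groups too, since in OV-90 and KURAMOCHI, whose arrays lie the opposite way to those of 6 other lines, the shift of the 6 lines was found again with its sign (median log2 shift 0.591 over 43 probe sets and 0.2306 over 552), although this rests on 2 lines: against pairs of the 11 lines left out of the choice of probe sets it was 0.226 to 0.889 (25 of 55 pairs gave probe sets) and 0.176 to 0.383 (55 of 55), and such pairs in place of the 2 lines gave 0.008 to 0.28 and -0.0558 to 0.11. Other probe sets of the same genes differed by a median of 0.0796 where the called ones differed by 0.44 (140 genes, eribulin). With paclitaxel they differed by 0.0513 where the called ones differed by 0.326 (276 genes). An effect on single probe sets may account for part of the differences. Its share cannot be told, since the called probe sets were chosen for a large difference, which by itself leaves the others smaller. Probe sets that measure different transcript ends or isoforms remain open, as does a difference between the lines of the groups, and neither was tested.

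The fall of the alpha and beta tubulins with eribulin relative to paclitaxel was weighed against 3 technical explanations. Signal shared between paralogs is argued against for TUBA4A, TUBB, TUBB2A and TUBB6 by probe sets without a suffix for shared sequence, 4 of 4 of which are lower. TUBA1A, TUBA1B, TUBA1C, TUBB3 and TUBB4B have only probe sets with such a suffix, so shared signal was not tested for them. Scaling of the arrays is argued against by the 9 of 9 tubulins that are lower after median centring and after quantile normalization. Hybridization groups are argued against by the 9 of 9 tubulins that are lower in the 11 lines with 1 group. A biological explanation, feedback of free tubulin on its own mRNA, needs tubulins that fall with eribulin and rise with paclitaxel against control, and 5 of 9 do, while 0 move the same way with both drugs. It may thus be the source of the difference, as a hypothesis found and tested on the same data. The 90 probe sets called between the drugs exceed chance, since of 100 sign flips 1, the real one, gave as many and the highest other gave 3.

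The signature and the lines with many differences between the drugs were weighed against outlying arrays. For the size of the signature, chance is unlikely but not excluded. Of 100 sign flips, 2 gave a signature of at least 92 genes, the real one and one with 193 genes. That most of the signature is lower with eribulin may rest on the 2 outlying arrays, without which the share is 52.56% (41 of 78 genes, exact 95% interval 40.93 to 63.99). In single lines, a median of 17 probe sets were called between the drugs, and without its outlying array COV434 has 25 in place of 157 and OV56 57 in place of 417, which for OV56 leaves open whether the array is the whole cause because the count stays over 2 times the median line's. Without any 1 replicate OVSAHO has 301 to 332 calls (315 with all) and KURAMOCHI 190 to 288 (220 with all), which argues against a single array but leaves open a difference between single cultures, since the spread within a line is that of technical replicates, and whether a higher eribulin dose in nM goes with more calls cannot be told apart from no relation by ranks (Spearman's rank correlation 0.4117, p = 0.0718, 20 lines), although r of the logarithms was 0.668 (p = 0.00123), 0.502 without the 2 lines farthest from the median dose, and within the line groups of 1 and of both hybridization groups (10 lines each) r was 0.489 (p = 0.15) and 0.758 (p = 0.0126) and the rank correlation 0.207 (p = 0.567) and 0.644 (p = 0.0484).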

How the results depend on the processing

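The settings with 11 lines, the spike-in covariate, the 2 outlying arrays left out and a linear mean of at least 100 were chosen after seeing the data. Of the main results under all settings, 376 values stayed on their side and within their spread, 66 moved and 4 changed direction. Of the named genes, 1689 values stayed, 83 lost and 12 gained their call and 0 called genes changed direction. Of the list tests, 1131 stayed, 65 lost and 44 gained their call and 2 changed direction. A direction was read as changed for genes and lists only where a value passed its test. Except where a value's construction shows it (fewer lines, arrays or probe sets), the cause was not tested. The 9 of 9 tubulins lower with eribulin than with paclitaxel stayed called in number under every setting run (10 with no filter and with the linear mean), with 9 to 9 over the left-out replicates and lines.

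The 90 probe sets changed, eribulin against paclitaxel, became 73 with the paired t-test at the same adjusted p under 0.05. With the paired t-test at the study's unadjusted p under 0.01, a change of test and threshold, they became 635. They became 52 with median centring, 34 in a joint fit with the line as a fixed block and 21 in the 11 lines. The count was 43 to 70 without 1 replicate and 45 (OV-90) to 128 (COV504) when leaving out 1 line. It was 58 without TOV-21G, 54 without COLO-704, 59 without COLO 720E, 56 without COV644, 48 without KURAMOCHI and 57 without OVSAHO. Against control, eribulin gave 10918 with no filter, 2923 at a mean of at least log2(200), 2002 in the 11 lines, 4092 to 4559 without 1 replicate and 4399 to 4801 leaving out 1 line, and paclitaxel 8781, 2611, 2582, 3574 to 3964 and 3819 to 4346. The percent of calls that are lower against control went from 65 to 74.44 with median centring and 49.55 with quantile normalization for eribulin, and from 60.81 to 69.64 and 50.27 for paclitaxel.

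The 92 signature genes became 6 with over 1.5-fold in the mean, 14 with at least 3 lines past it, 331 with no filter, 55 at log2(200), 59 with the paired t-test, 59 in the joint fit, 20 in the 11 lines, 74 to 135 without 1 replicate and 51 (OV56) to 111 (COV504) leaving out 1 line (55 KURAMOCHI, 59 OVSAHO). The share lower, 64.13%, was 41.89 without replicate 1, a change of direction, and 41.89 to 79.49 over the left-out replicates, 75 for the genes of Table S3, 75.23 with no filter, 78.49 with median centring, 51.61 with quantile normalization, 81.36 with the t-test, 95 in the 11 lines, 52.56 without the 2 outlying arrays, and 56.52 (OVCAR-3) to 81.19 (CaOv3) leaving out 1 line (74.65 OVISE, 76.36 KURAMOCHI, 76.27 OVSAHO). The 77 probe sets of Table S3 in the signature became 51 at log2(200), 25 in the 11 lines, 51 to 72 without 1 replicate and 57 to 77 leaving out 1 line.

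Lists called between the drugs, against control with eribulin and with paclitaxel numbered 1, 0 and 0 with an estimated correlation, 3 by fry between the drugs (a test against no change and not against other genes), 6 and 4 against control at log2(200), and 5 to 8, 8 to 13 and 8 to 9 without 1 replicate. Between the drugs in the 11 lines, AP-1 and immediate early genes turned down (adjusted p = 0.7358, where the main list was higher) and NF-kappaB and inflammatory genes were lower (adjusted p = 0.01603). The r of the tubulin response with the eribulin IC50 turned to 0.1715 with the untransformed IC50. It ran from -0.3603 (OVSAHO) to 0.3336 (OVCAR-3) leaving out 1 line, and with paclitaxel from -0.1572 to -0.0269. With mean tubulin expression in control arrays in place of the response, r with the paclitaxel IC50 was 0.5658 (permutation p = 0.00935, adjusted p = 0.187). In that setting the smallest p with the eribulin IC50 were those of TUBB3 (r = -0.498, permutation p = 0.0252) and TUBB4B (r = -0.469, p = 0.0355). The adjusted p was 0.236 for each. Median calls per line became 106, 2882 and 2646 with no fold threshold, and 17 to 27, 220 to 278 and 180 to 212 without 1 replicate. Probe sets called the same way with both drugs numbered 898 with the lines split and 1616 in the 11 lines. With no second cluster to test in the EMT genes with paclitaxel, that result has no value to set alternatives against.

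Replicate numbers do not pair the arrays. Same-numbered arrays of a line deviate with a median correlation of 0.0026 (57 pairs over 0.1, so not every array goes with its own number), against -0.007 for different numbers. A replicate block gave 509 probe sets between the drugs and 170 signature genes, 4895 and 4280 against control and a share of 60.59%. Arrays give signal over background only: at a mean under log2(100), changes were tested only with no filter.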

Differences from the paper's values

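In the main setting, with limma as the test, no value here differs from the value of the paper by more than 1.5 times. The paper gives 91 genes in the ovarian signature, and 92 were found here, 91 without A2780. Of the 105 ovarian probe sets in its Table S3, 77 are past the expression threshold here, and these 77 are among the 121 selected here. With the paired t-test that the methods use, the signature had 59 genes, which differs from the paper's count by more than 1.5 times, and its share lower with eribulin was 81.36%. Of 34 alternatives, 24 stay within 1.5 times of the paper's count and 10 do not, from 6 genes with over 1.5-fold in the mean over the lines to 331 with no filter. The paper gives 74% of the genes as lower with eribulin, against 64.1% here, and 33 of 34 alternatives lie within 1.5 times; the share reached 74.65% without OVISE, 75% for the genes of Table S3 and 75.23% with no filter, and it was 41.89% without replicate 1. The paper gives 60% of the ovarian genes as unique, against 61.25% of the genes of its Table S3 with 1 symbol. It gives 18 genes in all 3 panels, of which 11 are tubulins, against 16 and 9 that Table S3 pairs with 1 symbol here. It gives 33 expressed EMT genes of its pathway list, against 35 of the genes in Tables S2 and S4, a different list.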

Other observations

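Both drugs changed the cell cycle program of the ovarian lines in a similar way relative to control. CCNE2, the cyclin E2 of S phase entry, fell by 0.85 on the log2 scale with eribulin (adjusted p = 1.0e-08 from limma, lower in 21 of 21 lines) and by 0.73 with paclitaxel. The cell cycle repressor E2F8 fell by 0.79 and 0.64, the replication helicase gene MCM5 by 0.62 and 0.61, and the uracil glycosylase UNG by 0.65 and 0.56. Of 25 measured G1/S genes, 24 fell with eribulin and 25 with paclitaxel (25 with each when adjusted over the list alone). Of 29 mitosis (G2/M) genes, 18 rose and 2 fell with eribulin, and 17 rose and 2 fell with paclitaxel (20 and 21 higher when adjusted over the list alone). Among them, CCNB1, the cyclin of mitotic entry, rose by 0.47 and 0.48, CDC20, an activator of the anaphase-promoting complex, by 0.46 with eribulin and the mitotic kinase AURKA by 0.45 with eribulin. Camera called the mitosis list higher (adjusted p = 6.9e-06 and 9.6e-06; adjusted p = 0.507 and 0.549 with an estimated correlation).

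Several immediate early and inflammatory genes rose with both drugs. The chemokine CXCL8 rose by 1.02 with eribulin (standard error 0.23, adjusted p = 0.00108, higher in 19 lines) and by 0.79 with paclitaxel, the phosphatase DUSP1 by 0.81 and 0.66, the transcription factor MAFF by 0.70 and 0.60, the cytokine IL6 by 0.68 and 0.58, and the growth factor HBEGF by 0.69 and 0.58. FOLR1, the folate receptor of ovarian tumors, rose by 0.78 with eribulin in 18 lines (adjusted p = 0.000455). Of 12 AP-1 and immediate early genes, 9 rose with eribulin and 8 with paclitaxel (9 and 10 when adjusted over the list alone; camera adjusted p with paclitaxel 1.9e-05; adjusted p = 0.276 with eribulin and 0.297 with paclitaxel with an estimated correlation), and of 6 NF-kappaB and inflammatory genes 5 rose with each (5 and 6 adjusted over the list alone, adjusted p = 0.31 and 0.305 with an estimated correlation). The NF-kappaB call is lost at a mean of at least log2(200) (NF-kappaB and inflammatory genes, adjusted p = 0.234 and 0.161). Of 16 p53 target genes, 7 rose with each drug and 1 fell with eribulin (the same counts adjusted over the list alone, camera adjusted p = 0.0381 and 0.0041; adjusted p = 0.571 and 0.549 with an estimated correlation), among them CDKN1A, the cell cycle inhibitor p21, by 0.49 and 0.44 and the growth factor GDF15 by 0.42 and 0.48. The call of p53 target genes with eribulin is lost in the 11 lines (adjusted p = 0.058), after quantile normalization (adjusted p = 0.089) and without replicate 2 (adjusted p = 0.051).

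Of 5 replication-dependent histone genes, 2 rose with eribulin (2 adjusted over the list alone, camera adjusted p = 0.064) and 4 with paclitaxel (5 adjusted over the list alone), with H2BC5 at 0.44 and 0.57. Signal shared between histone genes was not tested here either. Of 18 genes of the actin cytoskeleton, SRF and YAP target genes, 11 rose with eribulin (13 adjusted over the list alone, camera adjusted p = 0.00029, adjusted p = 0.276 with an estimated correlation), among them TAGLN by 0.49, and 4 rose and 2 fell with paclitaxel (camera adjusted p = 0.146). Of the 11 genes of the BCL2 family, 4 rose with eribulin (camera adjusted p = 0.0357, adjusted p = 0.276 with an estimated correlation, 3 adjusted over the list alone), among them BIK by 0.38, MCL1 by 0.19 and BAK1 by 0.17, and 3 rose and 1 fell with paclitaxel (the same counts adjusted over the list alone, adjusted p = 0.186). Of 8 genes of NKG2D ligands and antigen presentation, 4 rose with each drug (camera adjusted p = 0.0357 and 0.0167; adjusted p = 0.276 and 0.297 with an estimated correlation, 4 with each adjusted over the list alone), with TAP1 at 0.19 with eribulin. Of the 7 EMT genes labelled in Fig. 4B, 4 and 3 rose (4 and 3 adjusted over the list alone, camera adjusted p = 0.0072 and 0.036, adjusted p = 0.276 and 0.374 with an estimated correlation). After quantile normalization the calls of the BCL2 family (adjusted p = 0.057) and of NKG2D ligands and antigen presentation (adjusted p = 0.061) with eribulin and of the EMT genes altered between drugs in the breast panel with paclitaxel (adjusted p = 0.079) are lost. Of the 9 tubulins, 6 rose with paclitaxel, and camera called the list of 9 higher (adjusted p = 9.6e-06, and adjusted p = 0.297 with an estimated correlation).

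Lists that camera did not call against control still held single genes that changed, with the same counts or counts that differ by 1 when adjusted over the list alone (camera adjusted p from 0.0642 to 0.977). With eribulin and paclitaxel, 6 and 8 of 35 EMT genes rose and 3 and 2 fell, with the same counts among the 31 of Table S2, and 4 of 13 genes of the integrated stress response rose with each while 1 and 2 fell, with DDIT3 at 0.41 and TRIB3 at 0.39 with eribulin. Of 10 RNA quality and housekeeping genes 4 fell with each and 1 rose with eribulin. GUSB, an endogenous control of the qPCR of the study, fell by 0.12 and 0.10, and HPRT1, another, by 0.10 and 0.09, with calls that hold after median centring and after quantile normalization. Of the 8 keratins and intermediate filaments, LMNA alone rose (0.24 and 0.20), of 5 NEK kinases NEK2 rose (0.35 and 0.38) and NEK9 fell by 0.09 with eribulin, and of 14 microtubule-associated proteins and kinesins 3 rose with eribulin and 1 with paclitaxel, with KIF5B at 0.16 and 0.17. Of 13 other tubulins and tubulin folding genes, 5 fell and 1 rose with eribulin and 2 fell and 1 rose with paclitaxel. Of 8 activin and BMP genes, 2 rose and 2 fell with eribulin and 0 rose and 1 fell with paclitaxel, SMAD6 by 0.27 and 0.15. Of 11 cholesterol synthesis genes, 1 rose and 3 fell with eribulin and 1 fell with paclitaxel, and of 7 EGFR genes 1 rose and 2 fell with each. Of 6 interferon-stimulated genes 1 fell with each, of 6 epithelial and Mullerian markers PAX8 rose with eribulin (0.16), of 3 gap junction genes 1 fell with paclitaxel (0 passed with eribulin, 1 lower at an unadjusted p under 0.05), and of 4 efflux pumps 0 passed with either drug by limma (1 higher and 1 lower at an unadjusted p under 0.05 with eribulin, 0 with paclitaxel).

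Between the drugs, camera called the BCL2 family higher with eribulin (adjusted p = 0.00731, adjusted p = 0.227 with an estimated correlation; 0 of 11 genes, 3 higher at an unadjusted p under 0.05, 3 adjusted over the list alone) and AP-1 and immediate early genes higher (adjusted p = 0.0210, adjusted p = 0.655 with an estimated correlation; 0 of 12 genes, 4 higher and 1 lower at an unadjusted p under 0.05, 2 adjusted over the list alone). The BCL2 family loses its call in the 11 lines, a test with fewer lines (adjusted p = 0.265). AP-1 and immediate early genes lose theirs after quantile normalization (adjusted p = 0.0818) and in the 11 lines, where the list turns down (adjusted p = 0.736). MCL1 differed by 0.08 (adjusted p = 0.0684) and KLF6 by 0.21 (adjusted p = 0.131). No gene passed between the drugs in the lists of mitosis (G2/M) genes (camera adjusted p = 0.0814), G1/S genes (0.221), the integrated stress response (0.123), microtubule-associated proteins (0.488), NF-kappaB genes (0.638), efflux pumps (0.638), housekeeping genes (0.774), cholesterol synthesis (0.944) and epithelial and Mullerian markers (0.28; 2 higher adjusted over the list alone). At an unadjusted p under 0.05, 4 mitosis genes were higher, 1 G1/S gene higher and 5 lower, 2 microtubule-associated genes higher and 1 lower, 1 NF-kappaB gene and 2 cholesterol genes lower, 3 epithelial and Mullerian markers higher, and 0 genes passed in the other 3 lists.

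The 2 drugs gave similar profiles. Their log2 differences from control correlated across probe sets with r = 0.924 (probe sets are not independent replicates), with 1226 higher and 2198 lower with both, where independent lists would share 237.1 and 683.5. The comparisons share controls, which alone give r = 0.50 in simulated unchanged groups; the covariance was 0.0141 against 0.0002 simulated. With the control arrays split by replicate number, which still come from the same lines, r was 0.895 with 1062 higher and 1882 lower. With the lines split in 2 groups, 1 for each drug, so that no control is shared, r was 0.716 with 299 higher and 599 lower with both. Of 3433 probe sets called with both drugs, 9 go opposite ways, of which 7 are alpha- and beta-tubulins and 2 have no single symbol.

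Eribulin IC50 values lay between 0.14 and 4 nM (median 0.795) and paclitaxel values between 0.34 and 6 nM (median 3) in 20 lines, and 19 lines had the lower value with eribulin. The ln IC50 values of the drugs had r = -0.087 (permutation p = 0.704) and a rank correlation (Spearman) of 0.296 (p = 0.203), and r = 0.613 without the 2 lines farthest from the median. No relation of the mean response of the tubulins with the IC50 passed its test for either drug. For eribulin r was -0.108 (permutation p = 0.646) and the rank correlation 0.0023 (p = 0.994), with r = 0.078 without the 2 lines farthest from the median. For paclitaxel r was -0.087 (p = 0.684) and the rank correlation -0.251 (p = 0.285), with r = -0.04 without the 2 lines. Within the line groups of 1 and of both hybridization groups (10 lines each), r was -0.355 (p = 0.31) and 0.491 (p = 0.148) for eribulin and -0.0033 (p = 0.993) and -0.111 (p = 0.735) for paclitaxel. Of 20 relations, with single tubulins included, 0 passed at an adjusted p under 0.05 and 0 had an unadjusted permutation p of r under 0.05; the smallest was TUBB with eribulin (r = -0.403, p = 0.0799, adjusted p = 0.806).

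Against control, a median of 231 probe sets per line was called with eribulin (15 in COV362 to 1077 in OV56) and 173 with paclitaxel (14 in COV362 to 599 in A2780), at an adjusted p under 0.05 and over 1.5-fold, where the spread is that of technical replicates. Without the outlying eribulin arrays of OV56 and COV434, OV56 had 610 calls with eribulin, close to the 600 of OVSAHO. Several markers of other cell types were over the expression threshold in control arrays of some lines. LYZ was over it in 1 line (10.25 in OV-90), LUM, COL1A2 and COL3A1 in 4, 5 and 5 lines of 21 (highest 10.28 in TOV-112D, 9.92 in TOV-21G and 12.28 in TOV-112D), and DCN and COL1A1 in 3 and 2. CDH5 and TYRP1 were over it in 1 line each and the melanocyte transcription factor gene MITF, which other tissues express too, in 13. PTPRC, the pan-leukocyte marker, was over it in 0 lines. COLO-704 and COLO 720E correlated with each other at 0.942. The next highest correlation of a line with its nearest line was 0.862, between OV56 and OVTOKO. The median correlation with the other lines was 0.611 for COLO-704 and 0.616 for COLO 720E. Both were counted as separate replicates, and whether they are independent lines was not tested.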
